# Activation of the STING pathway potentiates the antitumor efficacy of doxorubicin in soft-tissue sarcoma

**DOI:** 10.3389/fonc.2025.1634503

**Published:** 2025-12-12

**Authors:** Wonyoung Choi, Gi Yeon Lee, Sun-Young Kong

**Keywords:** soft-tissue sarcoma, STING pathway, immunostimulation, chemotherapy, doxorubicin

## Abstract

**Background:**

Systemic treatment of soft-tissue sarcoma (STS) relies on cytotoxic chemotherapy, with doxorubicin being the key therapeutic agent. However, immune activation is required for optimal antitumor effects of doxorubicin. This study investigated whether activation of the STING pathway enhances doxorubicin’s antitumor effect in STS.

**Methods:**

STS cell lines were treated with doxorubicin to evaluate the activation of STING pathway. Deletion of *Sting1* gene was employed to validate its role in mediating doxorubicin’s effects. In a syngeneic mouse model of STS, doxorubicin was administered alone or in combination with a STING agonist ADU-S100. Tumor-infiltrating CD45^+^ cells were magnetically sorted for RNA sequencing to identify genes and pathways linked to STING activation. The upregulated genes were analyzed for their association with survival in the Cancer Genome Atlas Sarcoma (TCGA-SARC) patient cohort.

**Results:**

Doxorubicin induced cytosolic DNA leakage in STS cell lines, triggering the activation of STING pathway. Deletion of *Sting1* attenuated doxorubicin-induced upregulation of proinflammatory cytokines in cells. In the syngeneic mouse model of STS, doxorubicin suppressed tumor growth, an effect significantly enhanced by coadministration of ADU-S100. RNA sequencing of tumor-infiltrating CD45^+^ cells revealed upregulation of immune pathways linked with STING signaling. In TCGA-SARC cohort, patients with higher expression of genes upregulated in the cells from STING-activated tumors exhibited improved survival, whereas those with lower expression showed poorer overall survival.

**Conclusion:**

Activation of STING pathway by ADU-S100 enhances the antitumor efficacy of doxorubicin in STS. Combining doxorubicin with STING agonists may be a promising therapeutic strategy worth exploring in future clinical trials.

## 1 Introduction

Soft-tissue sarcoma (STS) is a rare cancer, accounting for only 1% of all malignancies, with an annual incidence of 2.49 per 100,000 person-years in Korea and a global age-standardized incidence rate of 1.16 in every 100,000 people (1, 2). About 11.9% of patient with STS present with distant metastasis at the time of diagnosis (3), and up to 40% eventually develop metastatic disease (4). Despite the heterogeneity of STS, which encompasses over 100 distinct subtypes of mesenchymal tumors, systemic treatments for metastatic diseases are mostly selected without consideration of the subtype (5). Moreover, the scarcity of actionable oncogenic alterations and relatively low tumor mutational burden in STS limits the efficacy of targeted therapies and reduces the clinical benefits of immune checkpoint inhibitors (6, 7). Due to these challenges, cytotoxic chemotherapy remains the cornerstone of systemic treatment, with doxorubicin being the first-line drug-of-choice for STS (8, 9). Doxorubicin intercalates into DNA, interfering with the topoisomerase activity. However, recent findings have highlighted the pivotal role of the immune system in mediating its antitumor effects (10–12). As such, the activation of proinflammatory cascades and stimulation of interferon (IFN) signaling pathways may augment the antitumor activity of doxorubicin.

The stimulator of interferon genes (STING) pathway is a key innate immune mechanism that detects cytosolic DNA and activates downstream signaling, resulting in the production of type I IFN and other immunostimulatory cytokines (13). This pathway is regulated by cyclic GMP-AMP synthase (cGAS), which interacts with cytosolic DNA and generates the cyclic dinucleotide cGAMP. This secondary messenger binds to and activates STING located on the endoplasmic reticulum. Upon activation, STING translocates to the Golgi apparatus, initiating a signaling cascade that activates TANK-binding kinase 1 (TBK1) and subsequently the transcription factor IRF3. This leads to the production of type I IFNs and other proinflammatory cytokines, which are crucial for antiviral defense, cancer immunosurveillance, and immune-mediated inflammation (14). In this context, the STING pathway has emerged as a promising target for antitumor immunotherapy (15).

Clinical responses to doxorubicin remain limited in patients with metastatic STS, with an objective response rate of 14%–18% and a median progression-free survival of 4–6 months (4, 9). Given this significant unmet clinical need, we investigated whether costimulation of the STING pathway could enhance the antitumor effects of doxorubicin in STS. Toward this end, we utilized ADU-S100, a synthetic cyclic dinucleotide that activates the STING pathway and has been tested in clinical trials (16, 17). Our findings provide a proof-of-concept for the therapeutic potential of STING agonists in STS treatment.

## 2 Materials and methods

### 2.1 Cell culture

Mouse sarcoma cell lines CCRF S-180 II, and WEHI-164, and human sarcoma cell lines HT-1080 (RRID: CVCL_0317), were obtained from the Korean Cell Line Bank (KCLB, Seoul, Korea), and MES-SA (RRID: CVCL_1400) was obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). All cell lines were authenticated by short tandem repeat (STR) profiling within the past three years to confirm their identity. The STR profiling was performed by the Genomics Core Facility of National Cancer Center, and results were compared against reference profiles. Prior to experimental use, all cell lines were routinely tested and confirmed to be free of mycoplasma contamination using a PCR-based mycoplasma detection assay.

CCRF S-180 II cells were cultured in DMEM supplemented with 10% fetal bovine serum (FBS). WEHI-164 and HT-1080 cells were cultured in RPMI 1640 medium supplemented with 10% FBS. MES-SA cells were cultured in McCoy’s 5A medium. All culture media were supplemented with penicillin (100 U/ml), and streptomycin (100 mg/ml). Cell lines used in this study were all authenticated by DNA fingerprinting and were routinely tested for Mycoplasma.

### 2.2 Cell viability assay and determination of IC_50_ values

Cell viability following doxorubicin treatment was assessed using the CellTiter-Glo^®^ 2.0 Cell Viability Assay (Promega, Madison, WI, USA) according to the manufacturer’s instructions. Briefly, cells were seeded in 96-well plates (2 × 10³ cells per well) and allowed to adhere overnight. The next day, cells were treated with serial dilutions of doxorubicin for 48 hours. Following treatment, an equal volume of CellTiter-Glo reagent was added to each well, and luminescence was measured using a microplate reader (Infinite 200 Pro, Tecan, Switzerland). Relative cell viability was normalized to untreated controls. IC_50_ values were calculated by nonlinear regression analysis using a four-parameter logistic model in GraphPad Prism (version 8.3.1). All experiments were performed in six replicates and repeated independently at least three times.

### 2.3 Immunofluorescent staining

Cells were seeded onto 8-well Lab-Tek II chamber slide (Thermo Fisher Scientific, #154534) and allowed to adhere overnight. Doxorubicin of IC_50_ doses for each cell line or DMSO (vehicle) was applied for 48 hours. After treatment, cells were washed three times with cold PBS and fixed with cold methanol at -20°C for 10 minutes. Blocking was performed with 1% bovine serum albumin (BSA) in PBS for 1 hour. For γ-H2AX staining, cells were incubated with a primary antibody against γ-H2AX (Ser139) (Cell Signaling #2577, 1:800 dilution) at 4°C overnight. After washing twice with PBS, cells were incubated with a goat anti-rabbit Alexa Fluor 594 secondary antibody (Thermo Fisher Scientific, #A-11012, 1:500) for 1 hour at room temperature in the dark. For PicoGreen staining, Quant-iT PicoGreen dsDNA reagent (Thermo Fisher Scientific, 3μl/mL) was applied at 37°C for 1 hour. Nuclei were counterstained with Hoechst 33342 (1:500 dilution) for 10 minutes at room temperature, and fluorescent images were captured using a confocal microscope. Staining intensities were calculated using ImageJ software.

### 2.4 Gene expression analysis by RT-qPCR

RNA was isolated from cultured cells using TRIzol (Thermo Fisher Scientific), and complementary DNA was synthesized from 1μg of total RNA with ReverTra Ace^®^ qPCR RT Master Mix (Toyobo, # FSQ-201) following the manufacturer’s protocols. Real-time quantitative PCR was performed using LightCycler 96 Real-Time PCR system (Roche) and Power SYBR Green PCR Master Mix (Applied Biosystems). Gene expression levels were calculated using the ΔΔCt (Delta–Delta Ct) method, with GAPDH serving as the endogenous control.

The sequences of the primers used in this study are listed below (**Table 1**).

**Table 1:** The sequences of the primers used for RT-qPCR in this study.

*Ccl5*	Mouse	Forward	GCTGCTTTGCCTACCTCTCC
		Reverse	TCGAGTGACAAACACGACTGC
*Cxcl10*	Mouse	Forward	CCAAGTGCTGCCGTCATTTTC
		Reverse	GGCTCGCAGGGATGATTTCAA
*Ifnb1*	Mouse	Forward	CAGCTCCAAGAAAGGACGAAC
		Reverse	GGCAGTGTAACTCTTCTGCAT
*Gapdh*	Mouse	Forward	AGGTCGGTGTGAACGGATTTG
		Reverse	TGTAGACCATGTAGTTGAGGTCA
CCL5	Human	Forward	TGCCCACATCAAGGAGTATTT
		Reverse	CTTTCGGGTGACAAAGACG
CXCL10	Human	Forward	GGCCATCAAGAATTTACTGAAAGCA
		Reverse	TCTGTGTGGTCCATCCTTGGAA
IFNB1	Human	Forward	GCTTGGATTCCTACAAAGAAGCA
		Reverse	ATAGATGGTCAATGCGGCGTC
GAPDH	Human	Forward	GGAGCGAGATCCCTCCAAAAT
		Reverse	GGCTGTTGTCATACTTCTCATGG

### 2.5 CRISPR-Cas9 knockout

*Sting1*-deficient cells were generated using the CRISPR/Cas9 system (18). In brief, the sgRNA sequences were cloned into the LentiCRISPR v2 vector containing the *Streptococcus pyogenes* Cas9 nuclease gene. The sgRNA sequences were designed using a web-based tool (https://crispr.mit.edu) (**Table 2**). Lentivirus was prepared in HEK293FT cells by co-transfection of the LentiCRISPR v2 vector and the viral packaging vectors pLP1, pLP2, and pLP/VSVG. Viral supernatant was collected 48 hours after transfection. Target cells were transduced with polybrene (8 μg/ml) and selected with puromycin for 2–3 days, starting 48 hours after transduction. Knockout effect was confirmed by immunoblot analysis of whole cell protein extracts. The guide RNA sequences used in this study are listed below.

**Table 2:** The sequences of sgRNA used in this study.

*sgSting1*	Mouse	5’ – CGGCAGTTATTTCGAGACTC – 3’
*sgNTC*	Mouse	5’ – GCGAGGTATTCGGCTCCGCG – 3’

### 2.6 Immunoblot analysis

Cells were lysed with radio-immunoprecipitation buffer (50 mM Tris-Cl, pH 7.5, 150 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate and 1 mM EDTA) containing protease and phosphatase inhibitors (1 mM NaF, 1 mM Na3OV4, PMSF, 2 mg/ml leupeptin and pepstatin; all purchased from Sigma) for 30 min at 4°C. The protein concentration was quantified with a Pierce BCA protein assay kit (Thermo Scientific). Blots were incubated with primary antibodies at 4°C overnight. The following antibodies were used for immunoblots: anti-STING (Cell Signaling #13647, 1:1,000) and anti-GAPDH (Cell Signaling #2118, 1:1,000).

### 2.7 Syngeneic graft and drug treatment

All mouse experiments were performed under approval by the Institutional Animal Care and Use Committee (IACUC) of the National Cancer Center. A total of 3 × 10^6^ WEHI-164 cells were subcutaneously inoculated near the thigh of BALB/c mice. Tumor volume (0.5 × length × width^2^) was monitored regularly using a caliper. When the tumor volume reached 200mm^3^, mice were received weekly intratumoral injections of doxorubicin (MedChemExpress, HY-15142) at a dose of 5mg/kg body weight and/or twice-weekly intratumoral injections of 25μg of ADU-S100 (InvivoGen, tlrl-nacda2r-01).

### 2.8 Tumor dissection and sorting of CD45^+^ cells

Grafted tumors were harvested 7 days after drug treatment and dissociated using the Tumor Dissociation Kit (Miltenyi Biotec, #130-096-730). The dissociated tumor tissue was stained with anti-mouse CD45 microbeads (Mitenyi Biotech, #130-052-301). CD45^+^ cells were positively selected using QuadroMACS separator LS columns (Miltenyi Biotec, #130-091-051, #130-042-401), according to the manufacturer’s protocol. The sorted cells were stained with CD45 (BD, #5562848), and 7-AAD (BD, #344563) antibodies and analyzed by flow cytometry to confirm successful selection.

### 2.9 RNA sequencing

RNA was isolated using TRIzol (Thermo Fisher Scientific), and total RNA integrity number (RIN) was assessed using TapeStation RNA screentape (Agilent, #5067-5576). Only high-quality RNA samples with a RIN greater than 7.0 were used for library preparation. The cDNA libraries were prepared using the Illumina TruSeq Stranded mRNA Sample Prep Kit (Illumina, Inc., San Diego, CA, USA, #RS-122-2101). Indexed libraries were subsequently sequenced on an Illumina NovaSeq platform (Illumina, Inc., San Diego, CA, USA) using paired-end (2×100 bp) sequencing. After quality filtering with Trimmomatic (v0.38), raw sequencing data were aligned to the reference genome (mm10) using HISAT2 (v2.1.0) (19), and the sequence reads were counted with StringTie (v2.1.3) (20). Differential gene expression was statistically determined using DESeq2 (v1.38.3) (21). Gene ontology analysis was performed using clusterProfiler (v4.14.4) (22). All data analysis and visualization of differentially expressed genes was conducted using R (version 4.4.1). The data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE287710 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE287710).

### 2.10 Analysis of TCGA data

TCGA-SARC dataset was accessed using the TCGAbiolinks package (v2.34.0) (23). Survival analysis was conducted using the survival R package (v3.8-3), and Kaplan-Meier plots were visualized using the survminer R package (v0.5.0).

### 2.11 Sample size and replicates

All *in vitro* experiments were performed with at least three biological replicates (independent experiments) and at least three technical replicates per condition, unless otherwise specified.

## 3 Result

### 3.1 Doxorubicin treatment induces upregulation of inflammatory cytokines via cytoplasmic DNA leakage

Cytotoxic agents, such as cisplatin and etoposide, induce the production of inflammatory cytokines via a STING-dependent mechanism (24). To investigate whether doxorubicin exerts a similar effect, we assessed its ability to induce type I IFN signature genes in STS cell lines. Mouse (CCRF S-180 II and WEHI-164), and human (HT1080 and MES-SA) STS cell lines were treated with doxorubicin at their respective IC_50_ concentrations (**Supplementary Figure 1**). Double-stranded DNA breaks (DSBs) were prominently detected via γH2AX staining (**Figure 1A**). DSBs can lead to cytoplasmic DNA leakage, which subsequently activates the STING pathway (25). Consistent with this, doxorubicin treatment caused a significant increase in cytoplasmic DNA levels in STS cells (**Figure 1B**), resulting in the upregulation of STING at the protein level and increased expression of type I IFN signature genes, including *Ccl5*, *Cxcl10*, and *Ifnb1* in mouse sarcoma cells, and CCL5, CXCL10, IFNB1 in human sarcoma cells (**Figure 1C**, and **Supplementary Figures 1B, C**). Collectively, these findings indicated that doxorubicin induces the activation of STING pathway via DSB-mediated DNA leakage into the cytoplasm, leading to the upregulation of type I IFN signature genes.

**Figure 1:**
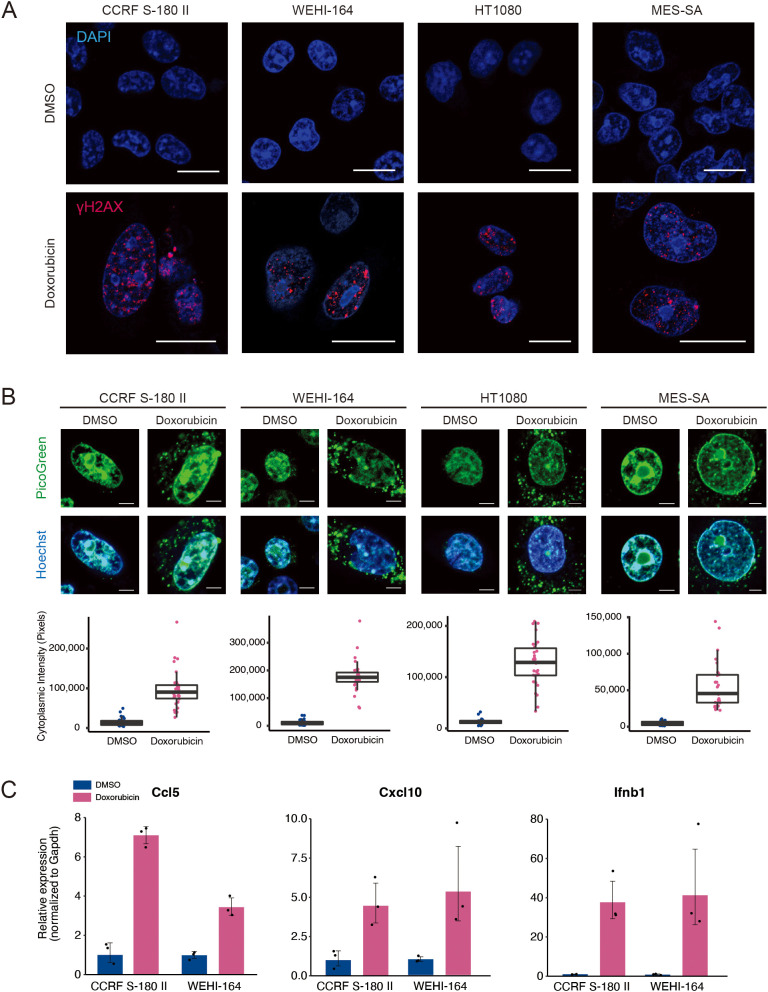
Doxorubicin treatment leads to the upregulation of proinflammatory cytokines. **(A)** Immunofluorescence staining of γH2AX after doxorubicin treatment of mouse (CCRF S-180 II and WEHI-164) and human (HT1080 and MES-SA) soft-tissue sarcoma (STS) cell lines. Scale bars, 20 μm. **(B)** PicoGreen staining and quantification after treatment of STS cell lines with doxorubicin. Scale bars, 5 μm. **(C)** RT-qPCR analysis for *Ccl5*, *Cxcl10*, and *Ifnb1* expression in mouse STS cells treated with dimethyl sulfoxide (DMSO) or doxorubicin at their respective IC_50_ doses for 48 hours. All experiments were performed in at least three biological replicates and repeated independently at least three times.

### 3.2 Knockout of *Sting1* abrogates doxorubicin-mediated upregulation of inflammatory cytokines

To confirm whether the doxorubicin-induced expression of type I IFN signature genes is mediated by the activation of STING pathway, we knocked out *Sting1* in two mouse STS cell lines using the CRISPR-Cas9 method (**Figure 2A**). The proliferation rates of *Sting1*-knockout (*Sting1*-KO) cell lines were comparable to those of non-target controls, and their responses to doxorubicin were also similar *in vitro* (**Figure 2B** and **Supplementary Figure 2**). However, while the doxorubicin-induced upregulation of *Ccl5* and *Cxcl10* was observed in both non-target controls and Sting1-KO cells, their relative expression levels remained significantly attenuated in both *Sting1*-KO cell lines (**Figure 2C**). These findings corroborate the fact that the activation of STING pathway mediates doxorubicin-induced upregulation of type I IFN signaling. Furthermore, because STING deficiency did not affect the antitumor effect of doxorubicin *in vitro* where immune cells are absent, we sought to investigate the role of STING pathway in mediating the antitumor effect of doxorubicin in an immunocompetent *in vivo* model.

**Figure 2:**
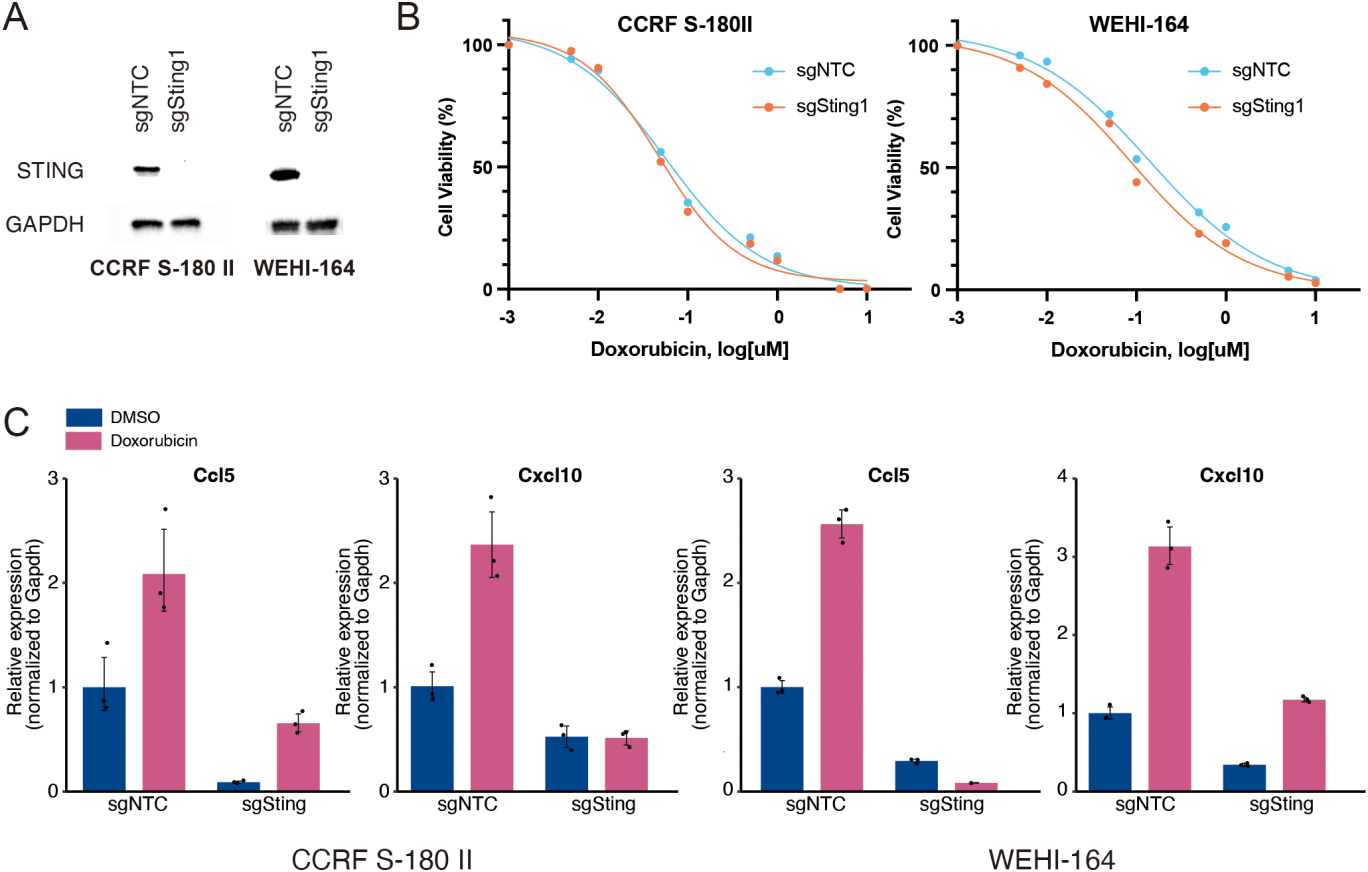
Knockout of *Sting1* attenuates doxorubicin-induced upregulation of proinflammatory cytokines. **(A)** Western blotting for STING expression in mouse soft-tissue sarcoma (STS) cells (CCRF S-180 II and WEHI-164) with *Sting1* deletion (sgSting1) and control (sgNTC). **(B)** Dose-response curves for mouse STS cells with sgSting1 and sgNTC treated with doxorubicin. **(C)** RT-qPCR analysis for *Ccl5* and *Cxcl10* expression in mouse STS cells with sgSting1 and sgNTC. All experiments were performed in at least three biological replicates and repeated independently at least three times.

### 3.3 Addition of STING agonist potentiates the antitumor effect of doxorubicin

Type 1 IFN signaling promotes proinflammatory responses, which is critical for mediating the antitumor effect of doxorubicin *in vivo* (11). Therefore, we investigated whether activating the STING pathway would potentiate the antitumor effects of doxorubicin using an *in vivo* syngeneic model, wherein WEHI-164 cells were grafted into BALB/c mice. For inducing the activation of STING pathway, we used ADU-S100, a STING agonist that has been tested in clinical trials. When the grafted tumors reached a size of 200 mm^3^, doxorubicin was administered either alone or in combination with ADU-S100 (**Figure 3A**). Intratumoral injection of doxorubicin alone suppressed the growth of the grafted tumor. However, its antitumor effect was significantly enhanced by coadministration of ADU-S100 (**Figure 3B**). To determine whether this enhancement was primarily due to ADU-S100 itself, we repeated the experiment including an additional group treated with ADU-S100 alone. Tumor volumes in the combination group were smaller than those in either monotherapy group, corroborating that STING pathway activation by ADU-S100 enhances the antitumor efficacy of doxorubicin *in vivo* (**Supplementary Figure 3**).

**Figure 3:**
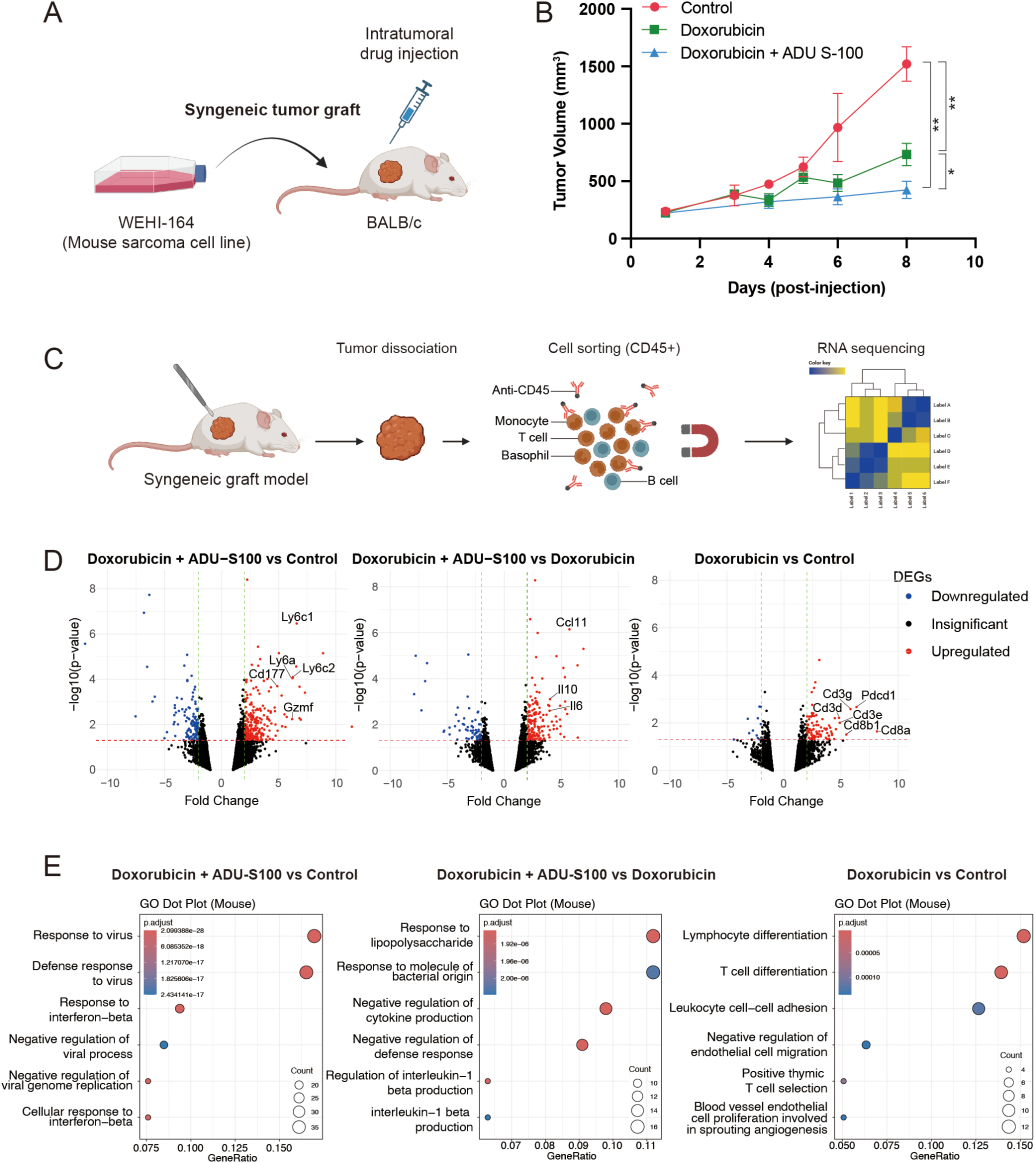
STING agonist ADU-S100 enhances the antitumor effect of doxorubicin in a syngeneic graft model of soft-tissue sarcoma (STS). **(A)** Schematic representation of the generation of syngeneic graft model and drug treatment *in vivo*. **(B)** Tumor sizes in grafted BALB/c mice (*n* = 5 per group) treated with control vehicle, doxorubicin alone, or doxorubicin combined with ADU-S100. *P < 0.05, **P < 0.01. **(C)** Schematic representation of tumor dissociation and immunomagnetic sorting of CD45^+^ cells for RNA sequencing. **(D)** Volcano plots showing differentially expressed genes (DEGs) in CD45^+^ cells, comparing (left) doxorubicin + ADU-S100 versus control, (middle) doxorubicin + ADU-S100 versus doxorubicin alone, and (right) doxorubicin versus control. **(E)** Gene ontology analysis of DEGs, comparing (left) doxorubicin + ADU-S100 versus control, (middle) doxorubicin + ADU-S100 versus doxorubicin alone, and (right) doxorubicin versus control. RNA sequencing was performed using biological triplicates for each treatment group.

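The 3 libraries of each treatment group differed in transcripts that mark other cell types. The paper states that the sorted cells were checked by flow cytometry for CD45. Its text gives no CD45+ fraction for any library, and none was estimated here. Transcripts of 26 genes of fibroblasts and sarcoma cells, such as collagens, had a mean log2 CPM of 4.88 in control replicate 2, 3.77 in doxorubicin replicate 3 and 5.34 in doxorubicin + ADU-S100 replicate 3. Doxorubicin replicate 1 lay between these values, and the mean was at most 2.64 in the other libraries. Ptprc, which encodes CD45, ranged from 189 CPM in doxorubicin + ADU-S100 replicate 3 to 627 CPM in doxorubicin + ADU-S100 replicate 2. Mitochondrially encoded RNA took 1.26% of the counts in doxorubicin replicate 2 and 13.1% in doxorubicin + ADU-S100 replicate 1. The first principal component held 45.0% of the variance and placed control replicate 2, doxorubicin replicates 1 and 3 and doxorubicin + ADU-S100 replicate 3 on one side. These 4 libraries had the highest means of the fibroblast genes. The common biological coefficient of variation over the 9 libraries was 0.457.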

### 3.4 RNA-sequencing of tumor-infiltrating leukocytes revealed upregulation of innate immune pathway in tumors treated with the STING agonist

Given that activation of the STING pathway induces proinflammatory responses, we sought to identify which type of immune cell signaling within the tumor microenvironment (TME) contributes to the observed antitumor effects. To address this, we harvested tumors treated with the control vehicle, doxorubicin alone, or the doxorubicin and ADU-S100 combination. The tumors were dissociated, and immune cells within the TME were isolated using CD45-linked microbeads and magnetic-activated cell sorting. RNA sequencing was subsequently performed on the CD45^+^ cell population (**Figure 3C**). 

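Cells were sorted for CD45 (encoded by Ptprc), which leukocytes carry, from subcutaneous grafts of WEHI-164, a mouse fibrosarcoma line, in BALB/c mice. Tumors were collected at day 7 from mice given control vehicle, doxorubicin at 5 mg/kg, or doxorubicin at the same dose with 25 µg of the STING agonist ADU-S100. Poly(A) RNA of 3 libraries per group was sequenced as stranded read pairs of 100 bases. The paper names TRIzol for the RNA isolation, whereas the deposited sample descriptions name an RNeasy Micro kit. The authors filtered the reads with Trimmomatic, aligned them to mm10 with HISAT2 and derived a count per gene with StringTie. The deposited table holds these counts for 45777 genes, as whole numbers that were not normalized. Total counts per library were 52909751 to 61352118 (median 53485996) in control, 50110494 to 56405228 (median 54587679) with doxorubicin and 53173754 to 69456603 (median 66413667) with doxorubicin + ADU-S100. From the counts, library sizes were scaled by TMM, and 16373 genes passed edgeR's filter on low counts. All 9 libraries entered one quasi-likelihood model, which gave the log2 fold changes, their standard errors and the p-values of the 3 comparisons. Values per library are CPM, counts scaled to a common library size. At an adjusted p under 0.05, edgeR called 0 genes in each comparison. DESeq2 called 27 genes in doxorubicin + ADU-S100 versus control, 9 in doxorubicin + ADU-S100 versus doxorubicin and 2 in doxorubicin versus control, and limma-voom called 0 in each. In 20 data sets simulated with no effect of treatment, DESeq2 called 5 to 39, 19 to 36 and 9 to 37 genes in the same order. At an unadjusted p under 0.05, edgeR's counts were 727, 451 and 116 genes, or 4.44%, 2.75% and 0.708% of those tested. Each share lay below the fraction of 0.05 expected with no effect. The paper states a fold change above 2 with an unadjusted p under 0.05 for its gene sets, and these are called the study thresholds here. They called 239 higher and 116 lower genes in doxorubicin + ADU-S100 versus control, 142 and 57 in doxorubicin + ADU-S100 versus doxorubicin, and 59 and 15 in doxorubicin versus control. In the simulated data sets with no effect, which drew each gene independently, 177 to 224, 162 to 213 and 173 to 214 genes were higher at these thresholds. The 239 lay above its range, and 142 and 59 lay below theirs. Genes moved together between the real libraries, so these ranges may be too narrow to judge the counts. Of the 10 splits of the combination and control libraries into 3 against 3, 5, the real split included, gave at least 355 higher and lower genes, up to 1910. Without doxorubicin + ADU-S100 replicate 3, the totals of higher and lower genes went from 355 to 895 against control and from 199 to 678 against doxorubicin. In doxorubicin versus control, the total of 74 became 169 without control replicate 1, 211 without doxorubicin replicate 1 and 44 without doxorubicin replicate 3. In these comparisons with 3 libraries against 3, the smallest p of an exact two-sided permutation test is 0.1.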

In the analysis of differentially expressed genes (DEGs), doxorubicin treatment alone led to the upregulation of *Cd3*, *Cd8*, and *Pdcd1* in the immune cells within the TME (**Figure 3D**, right panel). 

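Transcripts of the T cell receptor complex (Cd3d, Cd3e and Cd3g), of the CD8 co-receptor of cytotoxic T cells (Cd8a and Cd8b1) and of the inhibitory receptor PD-1 (Pdcd1) had higher means after doxorubicin alone than in control. Doxorubicin replicates 2 and 3 lay above all control libraries for each of these 6 genes, and doxorubicin replicate 1 lay within the control range or below it. Cd8a (gene ID 12525, chromosome 6 of mm10, 71373427 to 71379171) was at 6.97 ± 7.78 CPM (SD, n = 3) with doxorubicin and 0.851 ± 0.912 CPM (SD, n = 3) in control, a log2 fold change of 3.03 with a standard error of 1.34. Pdcd1 (gene ID 18566, chromosome 1, 94038305 to 94052553) was at 5.79 ± 6.13 CPM against 0.907 ± 0.627 CPM, a log2 fold change of 2.67 with a standard error of 1.08. The neighbouring Cd3 genes on chromosome 9 had log2 fold changes of 2.28 (Cd3d, gene ID 12500, 44981769 to 44987052), 2.30 (Cd3e, gene ID 12501, 44998735 to 45009663) and 2.55 (Cd3g, gene ID 12502, 44969572 to 44980431). Cd8b1 (gene ID 12526, chromosome 6, 71322788 to 71337492) had a log2 fold change of 2.45. Cd3d, Cd3g, Cd8a and Pdcd1 passed the study thresholds, at unadjusted p of 0.0411, 0.0493, 0.0491 and 0.035 from edgeR. Cd3e and Cd8b1 did not, at 0.0705 and 0.112. The adjusted p of all 6 genes from edgeR was 1. None therefore passed the correction over the genes tested. Counts per library were low, from 5 for Cd8b1 in doxorubicin replicate 1 to 947 for Cd8a in doxorubicin replicate 3. Without doxorubicin replicate 3, the log2 fold changes of Cd3d, Cd3g, Cd8a and Pdcd1 were 1.21, 1.34, 1.63 and 1.42, and none passed the study thresholds. The 4 calls also ended, in the same order of genes, without control replicate 2 (1.899, 2.16, 2.57 and 2.30) and without control replicate 3 (2.44, 2.62, 2.73 and 2.57). Those of Cd3d, Cd3g and Cd8a ended without doxorubicin replicate 2 (2.40, 2.71 and 3.25), and those of Cd3d and Cd3g without control replicate 1 (2.59 and 3.01). The 4 calls also ended with the replicate number as a block (1.76, 1.81, 2.35 and 2.01), and those of Cd3g, Cd8a and Pdcd1 with limma-voom (3.06, 3.83 and 3.16).

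**Figure D1:**
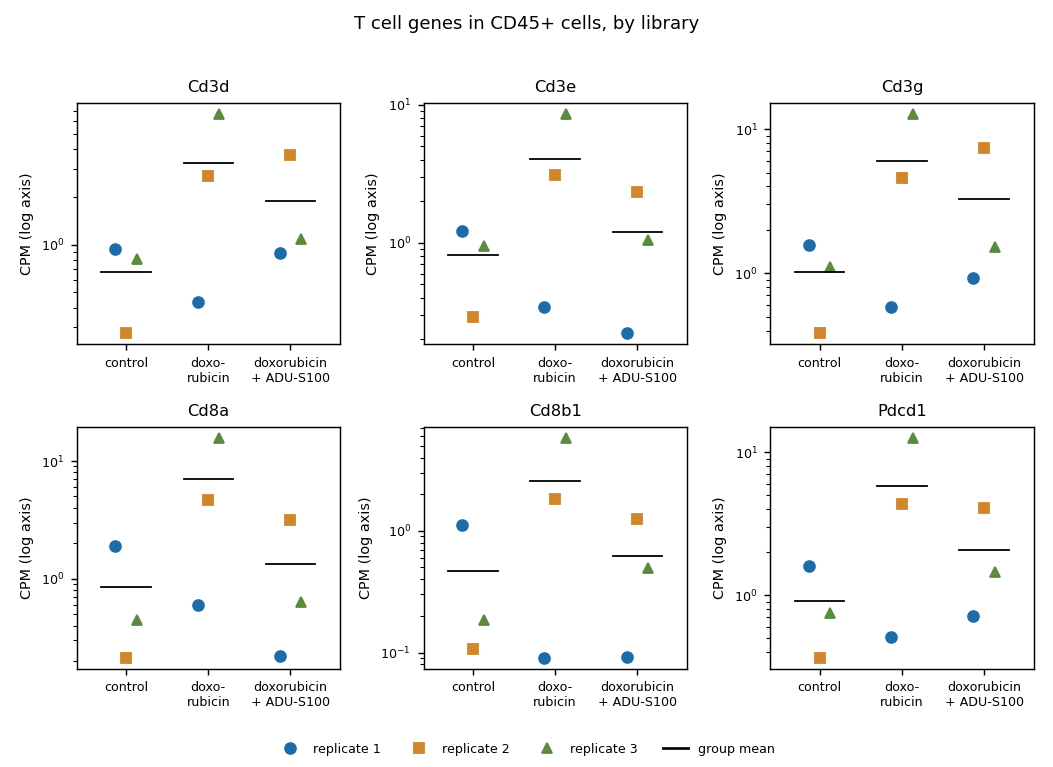
CPM after TMM scaling (log axis) of 6 T cell genes in each library, by treatment group, with the arithmetic group mean as a line. Doxorubicin replicate 3 holds the highest value of every gene, up to 15.6 CPM for Cd8a.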

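Of 26 genes of the T cell receptor and T cell identity, all 26 had a positive log2 fold change in doxorubicin versus control, with a median of 1.56. Cd3d, Cd3g, Cd8a and Trbc2 passed the study thresholds, and Trbc2, a constant segment of the T cell receptor beta chain, had a log2 fold change of 1.76 (standard error 0.77). Of 24 genes of cytotoxic and NK cells, 23 were positive with a median of 1.42, and Klrg1, a receptor of effector lymphocytes, passed the thresholds at 2.16 (standard error 0.79). Nkg7, of cytotoxic granules, had a log2 fold change of 2.38 and Gzmk, a granzyme, 3.52, and neither passed. Of 18 checkpoint and activation receptors, 17 were positive with a median of 0.91, and Pdcd1 alone passed. Tnfrsf18 and Tnfrsf4, costimulatory receptors, had log2 fold changes of 1.64 and 1.53 without passing. Of 7 measured genes of immature thymocytes, 3 were positive, with a median of -0.01. Of 18 endothelial genes, 14 were positive with a median of 0.72, and Plvap (1.03), Robo4 (1.06) and Mmrn2 (1.20) were among the 4 that passed. No member of these lists passed an adjusted p under 0.05 in edgeR, over all genes or adjusted over the list alone (0 in each). The gene lists were tested with camera, which compares a list with all other genes. With a preset correlation, its adjusted p was 1.44e-16 for T cell identity, 5.51e-15 for cytotoxic and NK cells, 7.55e-06 for checkpoint receptors, 0.869 for thymocytes and 3.99e-12 for endothelial cells. With an estimated correlation, the adjusted p of the T cell, cytotoxic, checkpoint and endothelial lists was 0.252, 0.252, 0.271 and 0.252, so no call held. The T cell and checkpoint lists hold genes that the paper names for this comparison from the same libraries, such as Cd3d and Pdcd1. Their p-values are therefore not independent evidence. The mean log2 CPM of the T cell list was 0.83, -1.03 and 0.04 in control replicates 1 to 3 and -0.46, 1.20 and 2.77 in the doxorubicin replicates. Without doxorubicin replicate 3, the medians of the T cell, cytotoxic, checkpoint and endothelial lists were 0.37, 0.42, 0.13 and 0.39, the camera call of the checkpoint list ended, and Trbc2 (0.73), Klrg1 (1.00), Plvap (0.77), Robo4 (0.92) and Mmrn2 (0.90) no longer passed. Without control replicate 1, the cytotoxic and checkpoint medians were 2.62 and 1.51, and Trbc2 (1.88), Plvap (0.81), Robo4 (0.89) and Mmrn2 (0.94) did not pass. Nor did Trbc2 and Klrg1 without control replicate 2 (1.71 and 1.81), Trbc2, Klrg1, Robo4 and Mmrn2 without control replicate 3 (1.71, 2.06, 0.99 and 1.11), Robo4 and Mmrn2 without doxorubicin replicate 1 (0.89 and 1.09), or Trbc2 without doxorubicin replicate 2 (1.92). With the replicate number as a block, the checkpoint median was 0.53, and Trbc2 (1.17), Klrg1 (1.80), Robo4 (1.11) and Mmrn2 (1.27) did not pass. Genes of neutrophils and of mast cells, basophils and eosinophils had medians of 1.33 and 1.43 in the same comparison, and their means too were highest in doxorubicin replicate 3. Their adjusted p from camera was 2.62e-08 and 6.05e-08 with a preset correlation and 0.271 and 0.252 with an estimated correlation. GO terms were not tested here, since no GO annotation was used.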

Gene ontology (GO) analysis of the DEGs further supported this finding, showing enrichment of T-cell signaling pathways (**Figure 3E**, right panel). 

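Ly6a, Ly6c1 and Ly6c2 encode Ly6 surface antigens, and Ly6C marks inflammatory monocytes. In all 3 libraries with doxorubicin + ADU-S100, each was higher than in all 3 control libraries. Chance separates the groups in this way, in either direction, for 10% of genes. Ly6c1 (gene ID 17067, chromosome 15 of mm10, 75044018 to 75048920) was at 319 ± 177 CPM (SD, n = 3) with the combination, 120 ± 66.3 CPM with doxorubicin and 48.2 ± 23.0 CPM in control. Its log2 fold change was 2.73 (standard error 0.57) against control and 1.41 (standard error 0.54) against doxorubicin. Ly6a (gene ID 110454, 74994877 to 74998031) had log2 fold changes of 2.65 and 1.14, and Ly6c2 (gene ID 100041546, 75108161 to 75112066) of 2.66 and 1.35. All 3 passed the study thresholds against control, at unadjusted p of 0.00339 for Ly6a, 0.000932 for Ly6c1 and 0.00573 for Ly6c2 from edgeR. Against doxorubicin, Ly6c1 passed at 0.0286, and Ly6a (0.11) and Ly6c2 (0.0884) did not. Ccl11, an eosinophil attractant, was at 2.54 ± 1.03 CPM (SD, n = 3) with the combination, 0.445 ± 0.0722 CPM with doxorubicin and 0.687 ± 0.790 CPM in control. Its log2 fold change (gene ID 20292, chromosome 11, 82057832 to 82062955) was 1.88 against control and 2.51 against doxorubicin. Il10, an anti-inflammatory cytokine (gene ID 16153, chromosome 1, 131019845 to 131024970), had log2 fold changes of 1.64 and 2.03. Il6, a proinflammatory cytokine (gene ID 16193, chromosome 5, 30013114 to 30019975), had log2 fold changes of 1.60 and 2.00. These 3 genes passed the thresholds in both comparisons, except Il6 against control (unadjusted p = 0.0632 from edgeR). The adjusted p from edgeR was 0.948 for each of the 6 genes against control and 0.999 against doxorubicin. DESeq2 called Ly6c1, Ly6a and Ly6c2 against control, at adjusted p of 0.00156, 0.0174 and 0.0433. Ly6c1 and Ly6c2 are near-identical paralogs, and how the counting split their shared reads is not known. No single library ended the calls of the Ly6 genes against control or of Ccl11 against doxorubicin. Against doxorubicin, the call of Ly6c1 ended without doxorubicin replicate 1 (1.10), doxorubicin replicate 2 (1.32) or combination replicate 1 (0.83), that of Il10 without doxorubicin replicate 2 (1.85), doxorubicin replicate 3 (1.89) or combination replicate 2 (1.30), and that of Il6 without doxorubicin replicate 1 (1.74), doxorubicin replicate 3 (1.896) or combination replicate 2 (1.15). Against control, the call of Ccl11 ended without control replicate 1 (1.54), control replicate 3 (1.39), combination replicate 1 (1.82) or combination replicate 3 (1.56), and that of Il10 without control replicate 1 (1.41), control replicate 3 (1.27), combination replicate 1 (1.70) or combination replicate 2 (0.92). Without control replicate 2, Ccl11 and Il10 were at 3.43 and 2.54 against control. In the fit with 2 libraries per group, chosen after seeing the data, Ccl11 and Il10 were at 3.11 and 2.95 against control. Against control, the calls of Ccl11 and Il10 also ended in the model of 2 groups only (1.88 and 1.64), and with the replicate block those of Ccl11 against control (2.22) and Ly6c1 against doxorubicin (1.23) ended.

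**Figure D2:**
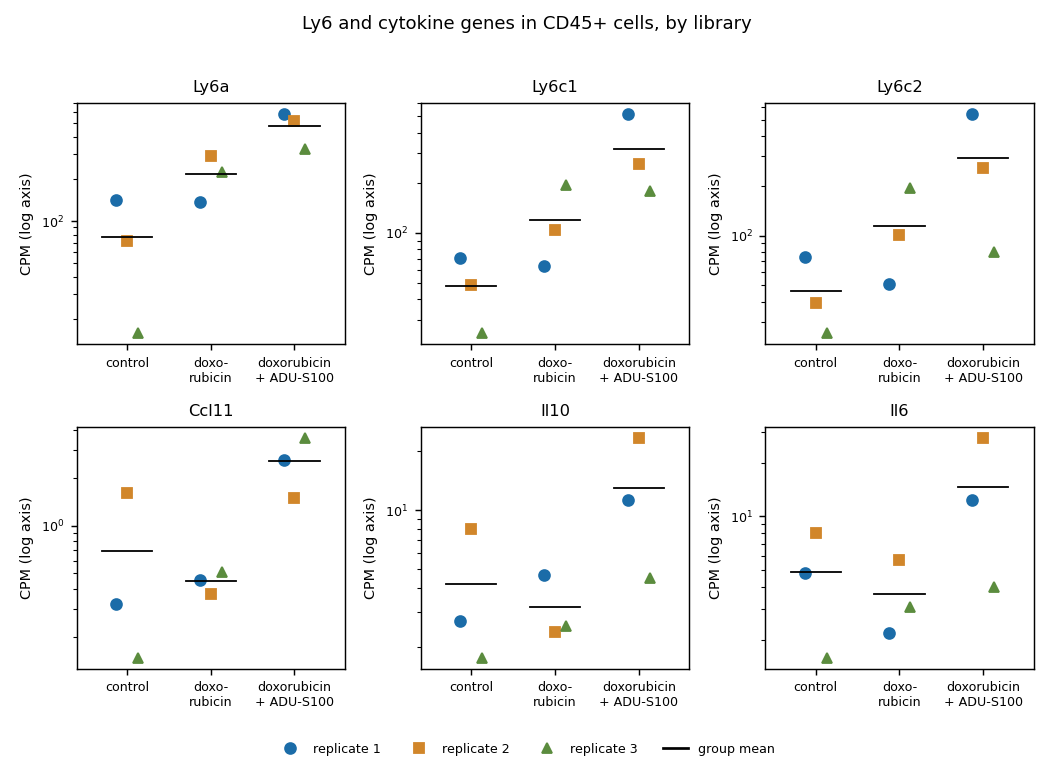
CPM after TMM scaling (log axis) of 3 Ly6 genes and 3 cytokine genes in each library, by treatment group, with the arithmetic group mean as a line. Combination replicate 2 holds the highest Il10 (23.4 CPM) and Il6 (27.7 CPM), and combination replicate 1 the highest Ly6c1 (519 CPM).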

When comparing the doxorubicin and ADU-S100 combination with either doxorubicin alone or the control vehicle, significant upregulation of genes associated with monocyte/macrophage lineages (*Ly6a*, *Ly6c1*, and *Ly6c2*), and of cytokines or chemokines (*Ccl11*, *Il10*, and *Il6*) that promote immune cell infiltration into the TME was noted (**Figure 3D**, left and middle panel). GO analysis further confirmed these findings, showing enrichment of innate immune signatures and activation of proinflammatory responses (**Figure 3E**, left and middle panel).

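Of 20 monocyte genes, 16 had a positive log2 fold change in doxorubicin + ADU-S100 versus control, with a median of 1.22. At the study thresholds 8 were higher, among them Plac8 (2.34, standard error 0.62) and Cd177 (2.29, standard error 0.64), which is also a surface antigen of neutrophils, and 1 was lower. Against doxorubicin, 13 were positive with a median of 0.64, Ly6c1 was higher at the thresholds, and F13a1, a monocyte transglutaminase, was lower (-1.16, standard error 0.51). All 28 genes of proinflammatory cytokines and NF-kappaB targets were positive in both comparisons, with medians of 0.91 against control and 1.03 against doxorubicin. At the thresholds 6 of them were higher against control and 9 against doxorubicin. These included the NF-kappaB inhibitor Nfkbie (1.36 against control) and the signalling adaptor Traf1 (1.66 and 1.49), and, against doxorubicin, the NF-kappaB subunit Rel (1.42) and Tnfaip6 (1.44). The mean log2 CPM in combination replicate 3 lay within the control range for the proinflammatory list (4.95; control 4.14 to 5.32) and for the monocyte list (6.13; control 5.61 to 6.42). Against doxorubicin, immediate early and dissociation stress genes and mitochondrially encoded RNA also had positive medians (0.49 and 1.23), with an adjusted p from camera of 1.75e-07 and 1.41e-06 with a preset correlation and 0.249 and 0.595 with an estimated correlation. In edgeR, no gene of either list passed an adjusted p under 0.05 over all genes (0 in each). Adjusted over the list alone, 5 monocyte genes were higher against control and 0 against doxorubicin, and 0 proinflammatory genes in either. The adjusted p from camera with a preset correlation was 1.27e-08 and 0.00394 for monocyte genes and 7.81e-13 and 1.1e-18 for the proinflammatory list, against control and doxorubicin. With an estimated correlation, the adjusted p was 0.233 and 0.622, and 0.235 and 0.384. Both lists were written after the paper's gene sets had been read and hold genes of those sets, such as Ly6i and Rel. Their p-values are therefore not independent evidence. Without combination replicate 2, the medians of the proinflammatory list were 0.55 and 0.60, and against doxorubicin Rel (0.94), Tnfaip6 (1.07) and Traf1 (1.15) did not pass. For the monocyte list, the median against control was 0.81 without combination replicate 1 and Cd177 was at 1.39, and the camera call against doxorubicin ended without doxorubicin replicate 1, combination replicate 1 or combination replicate 2 (medians 0.57, 0.25 and 0.59). F13a1 did not pass without doxorubicin replicate 1 (-1.10), doxorubicin replicate 2 (-0.84), combination replicate 2 (-1.35) or combination replicate 3 (-0.78), nor with limma-voom (-0.39) or in the model of 2 groups only (-1.20). With 2 libraries per group, a fit chosen after seeing the data, F13a1 was at -0.71 and did not pass.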

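Of 27 measured chemokines, 4 were higher at the study thresholds in doxorubicin + ADU-S100 versus control and 2 versus doxorubicin, with medians of 0.47 and 0.35. They included Ccl5 (2.12, standard error 0.79) and Cxcl11 (1.56, standard error 0.62), which attract T cells, against control and the neutrophil attractant Cxcl1 (1.45, standard error 0.61) against doxorubicin. Of 23 macrophage genes, 3 were lower and 1 was higher against control, with a median of -0.33, and 1 was lower against doxorubicin, with a median of -0.36. Lyve1 was at 3.88 ± 4.55 CPM (SD, n = 3) with the combination and 45.5 ± 20.1 CPM in control, a log2 fold change of -3.56 (standard error 0.97). Vsig4 (-2.01, standard error 0.77) and Cd163 (-1.68, standard error 0.70) were the other lower genes, all markers of tissue-resident macrophages, and Cd5l, also expressed in such cells, was higher (2.48, standard error 0.96). The macrophage mean was lowest in combination replicate 3 (log2 CPM of 7.08), the library with the lowest Ptprc and the highest fibroblast mean, and combination replicate 2 (8.26) lay above every control library (at most 8.15). In edgeR, no chemokine or macrophage gene passed an adjusted p under 0.05 over all genes or adjusted over the list alone (0 in each). The adjusted p from camera with a preset correlation was 0.000591 and 0.0253 for chemokines and 0.00132 and 0.00066 for macrophage genes, against control and doxorubicin. With an estimated correlation, the adjusted p was 0.386 and 0.661, and 0.464 and 0.595. These lists too hold genes of the paper's gene sets, such as Ccl5 and Cd5l, so their p-values are not independent evidence. The call of the chemokine list against control ended without control replicate 3 (median 0.38) or combination replicate 2 (0.37), and its median was 0.81 without control replicate 2 and 0.21 without combination replicate 1. Against doxorubicin it ended without doxorubicin replicate 1 (0.20) or 3 (0.39) or combination replicate 1 (0.17) or 2 (0.09), and was 0.70 without doxorubicin replicate 2 and 0.64 without combination replicate 3. The macrophage list against control was at -0.12 without control replicate 3 and -0.62 without combination replicate 2, and its call ended without combination replicate 3 (-0.22). No single library ended the call of Lyve1, whereas that of Ccl5 ended without control replicate 2 (1.89), control replicate 3 (1.99) or combination replicate 2 (1.18), that of Cxcl11 without control replicate 2 (1.39), control replicate 3 (1.31), combination replicate 1 (1.24) or combination replicate 2 (1.26), and that of Cxcl1 without doxorubicin replicate 2 (1.33), doxorubicin replicate 3 (1.32), combination replicate 2 (1.18) or combination replicate 3 (1.47). Those of Vsig4 and Cd163 ended without control replicate 1 (-1.81 and -1.13), control replicate 3 (-1.99 and -1.74), combination replicate 1 (-1.71 and -1.71) or combination replicate 3 (-1.65 and -1.37), and Vsig4 was at -3.20 without combination replicate 2. That of Cd5l ended without control replicate 2 (2.04), control replicate 3 (2.00) or combination replicate 2 (1.88), and it was at 4.36 without control replicate 1. With limma-voom, the call of the macrophage list against control (median -0.18) and that of Cd163 (-1.36) ended, and with the replicate block those of Ccl5 (1.84) and Cxcl11 (1.45). With no filter on low counts, the chemokine median against doxorubicin was 0.53. In the fit with 2 libraries per group, chosen after seeing the data, the calls of the macrophage list against control (-0.28), Vsig4 (-1.87) and Cd5l (2.22) ended, and the chemokine median against control was 1.02.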

### 3.5 Upregulated genes in STING agonist-treated tumors are correlated with improved survival in TCGA-SARC cohort

Comparisons of the upregulated genes in immune cells from tumors treated with doxorubicin and ADU-S100 with those treated with doxorubicin alone or the control vehicle reflected gene signatures consistent with the activation of STING pathway. 

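All 41 genes of the type I interferon response had a positive log2 fold change in doxorubicin + ADU-S100 versus control, with a median of 1.17, and 23 were higher at the study thresholds. Bst2, an antiviral membrane protein, was at 241 ± 4.82 CPM (SD, n = 3) with the combination, 140.0 ± 33.9 CPM with doxorubicin and 107 ± 3.44 CPM in control. Its log2 fold change against control was 1.17 (standard error 0.20). Isg15, a ubiquitin-like modifier, had a log2 fold change of 2.12 (standard error 0.58), Xaf1 of 1.35 and the deubiquitinase Usp18 of 1.33. Against doxorubicin, 40 of the 41 genes were positive with a median of 0.76, and 5 passed the thresholds, among them Isg15 (1.57) and Xaf1 (1.09). Of 21 genes of the interferon gamma response, 9 were higher at the thresholds against control and 3 against doxorubicin, with medians of 1.06 and 0.54. They included the transcription factor Irf1 (1.69 and 1.44) and the immunity-related GTPase Irgm1 (1.39 and 1.19), and, against control, the related GTPase Igtp (1.49). Ifnb1, the interferon that STING signalling induces, was at 0.885 ± 0.673 CPM with the combination and 0.245 ± 0.0336 CPM in control, from 12 to 78 counts per library in these groups. Its log2 fold change was 1.84 (standard error 0.66) against control, past the thresholds, and 0.86 (standard error 0.64) against doxorubicin, which did not pass. Cxcl10, an interferon-induced chemokine, passed against control (1.10, standard error 0.48). Of 15 genes listed for the STING pathway, 2 were higher at the thresholds against control: Trex1, and Ifnb1, which is a product of the pathway. Against doxorubicin 0 were higher, and the medians of the list were -0.05 and -0.10. Tmem173, which encodes STING, had log2 fold changes of -0.04 (standard error 0.39) and -0.14 (standard error 0.39). In edgeR, no gene of these lists passed an adjusted p under 0.05 over all genes (0 in each). Adjusted over the list alone, 7 type I interferon and 4 interferon gamma genes were higher against control, and 0 and 1 against doxorubicin. DESeq2 called Bst2 and Irf1 against control, at adjusted p of 0.000424 and 0.00156. The adjusted p from camera with a preset correlation was 4.1e-30 and 8.76e-21 for type I interferon genes, 4.68e-20 and 1.9e-08 for interferon gamma genes and 0.637 and 0.563 for pathway components. With an estimated correlation, the adjusted p of the 2 interferon lists was 0.229 and 0.384, and 0.229 and 0.48. Both interferon lists hold genes of the paper's gene sets, such as Isg15 and Irf1, so these p-values are not independent evidence. The mean log2 CPM of the type I interferon list was 7.07, 6.95 and 5.47 in combination replicates 1 to 3 and at most 5.95 in control, and replicate 3 also had the highest mean of the fibroblast genes (5.34). No single library ended the calls of Bst2, Isg15 or Usp18 against control or of Irf1 and Irgm1 in either comparison. Without combination replicate 1, the median of the type I interferon list against doxorubicin was 0.46, and Xaf1 (0.93 and 0.68), Isg15 against doxorubicin (1.03) and Cxcl10 (1.03) did not pass. The median of the interferon gamma list was 1.87 against control without control replicate 1 and 0.36 against doxorubicin without combination replicate 2. The call of Ifnb1 ended without control replicate 2 (1.79), control replicate 3 (1.76) or combination replicate 2 (1.05), and that of Cxcl10 without the same libraries (0.90, 0.91 and 0.65). Against doxorubicin, Isg15 did not pass without doxorubicin replicate 1 (1.247), doxorubicin replicate 2 (1.62) or combination replicate 2 (1.47), nor Xaf1 without doxorubicin replicate 1 (0.91). With the replicate block, Ifnb1 (1.75), Cxcl10 (1.01) and Isg15 against doxorubicin (1.45) did not pass, nor did Cxcl10 in the model of 2 groups only (1.10) or without mitochondrial and haemoglobin genes (1.05). In the fit with 2 libraries per group, chosen after seeing the data, Igtp did not pass (1.248). From the genes upregulated with the combination, the paper proposes that the immune cells carried gene signatures of STING pathway activation.

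**Figure D3:**
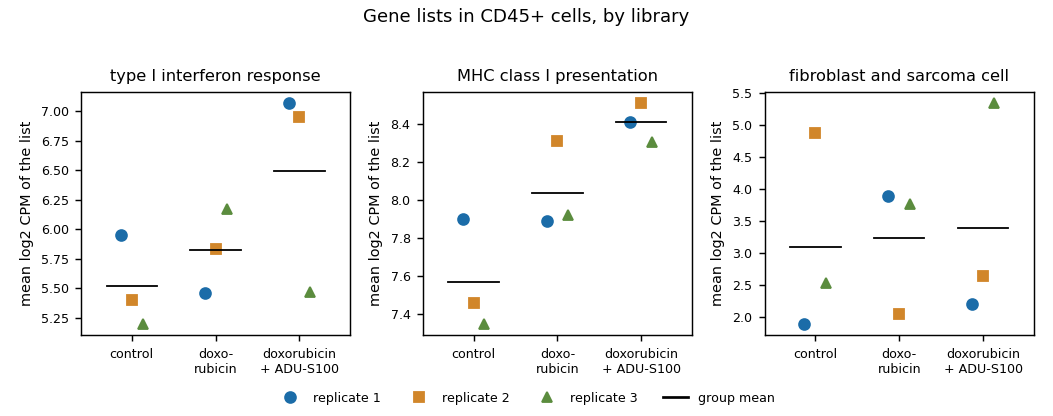
Mean log2 CPM of 3 gene lists in each library, by treatment group, with the group mean as a line. Combination replicate 3 has an interferon mean of 5.47, within the control range, and the highest fibroblast mean.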

We subclassified the DEGs that were exclusively upregulated (fold change >2 and raw *p*-value <0.05) in the doxorubicin plus ADU-S100 group compared with that in the doxorubicin-alone group as “unique gene set (*N* = 78).” Additionally, genes upregulated in the doxorubicin plus ADU-S100 group compared with that in the control vehicle group, but not overlapping with the upregulated DEGs in the doxorubicin versus control comparison, were combined with the “unique gene set” and collectively termed the “broad gene set (*N* = 307)” (**Figure 4A**, and **Supplementary Tables 1, 2**). 

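By the same definition, 65 genes were higher at the study thresholds in doxorubicin + ADU-S100 versus doxorubicin and in neither other comparison. Of the 78 genes of the paper's unique gene set, 77 were tested, and 47 of these were among the 65 from edgeR. DESeq2, the tool the paper names, gave 70 genes by the same definition, of which 52 were in the paper's set. The 77 genes had a median log2 fold change of 1.41 against doxorubicin, with 49 past the thresholds. Their median was 0.90 against control, where 75 were positive and 2 passed. In doxorubicin versus control their median was -0.51, and 1 of the 77 was positive. The study chose these genes on the same libraries, so their counts and directions are not independent evidence. At an adjusted p under 0.05, edgeR called 0 of the 77 in each comparison. In 20 simulated data sets with no effect of treatment, with genes drawn independently, the same definition gave 137 to 192 genes (median 166). The count was 37 without combination replicate 2, 100 without control replicate 3 and also without combination replicate 3, and 121 without doxorubicin replicate 1.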

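By this definition, 284 genes formed the broad set, of which 144 were higher at the study thresholds against control alone and 75 against both control and doxorubicin. A further 39 genes were higher in doxorubicin versus control alone, and 2 were higher in all 3 comparisons. Of the paper's 307 genes, 306 were tested and 234 were among the 284 from edgeR. With DESeq2 the broad set held 313 genes, of which 258 were in the paper's set. The 306 genes had a median log2 fold change of 1.28 against control, with 186 past the thresholds, and of 1.15 against doxorubicin, with 121 past them. In doxorubicin versus control the median was 0.27. These genes too were chosen on the same libraries, so their direction is not independent evidence. In the tests over all genes, edgeR called 0 of the 306 at an adjusted p under 0.05 in each comparison. The lists of higher genes against control and against doxorubicin shared 77 genes, where independent lists of that length would share 2.07. In the simulated data sets without effects, with genes drawn independently, these lists shared a median of 29.5 (at most 39). The simulated lists differed in length from the real ones. They held 177 to 224 genes against control (239 in the data) and 162 to 213 against doxorubicin (142 in the data). Both lists rest on the same combination libraries, so part of this overlap may come from them. The simulated data sets gave a broad set of 271 to 328 genes (median 298.5). The broad set held 176 genes without combination replicate 2 and 605 without combination replicate 3.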

We sought to explore whether the gene sets reflecting the activation of STING pathway in the TME of our experimental model could predict the clinical outcomes in patients with STS. Using transcriptome data of The Cancer Genome Atlas Sarcoma (TCGA-SARC), we performed single-sample gene set enrichment analysis (ssGSEA) with the “unique gene set,” and the “broad gene set.” We then compared the overall survival among groups with high (top 25^th^ percentile), moderate (25^th^–75^th^ percentile), and low (bottom 25^th^ percentile) expression levels. Patients with high expression levels of either the “unique gene set” or the “broad gene set” had significantly longer overall survival compared with those with low expression levels (**Figures 4B, C**). These findings indicated that patients with STS exhibiting higher expression of STING activation markers have improved clinical outcome, supporting our experimental model and highlighting the potential of strategies aimed at activating the STING pathway for STS therapy.

**Figure 4:**
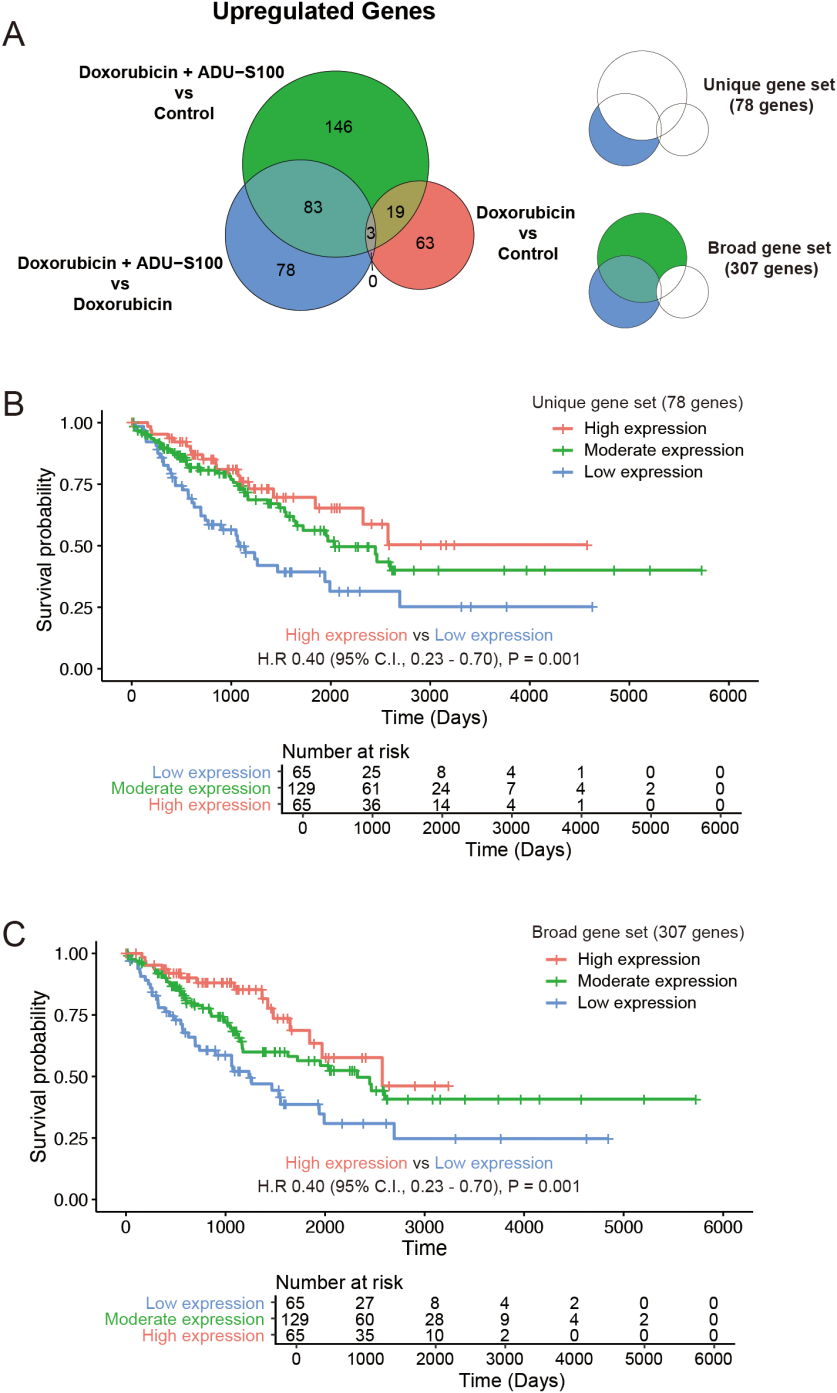
Genes upregulated in STING agonist-treated tumors are correlated with improved survival in human soft-tissue sarcoma (STS). **(A)** Venn diagram showing differentially upregulated genes. **(B)** Kaplan–Meier plot of the overall survival in the Cancer Genome Atlas Sarcoma (TCGA-SARC) cohort stratified by the expression status of the “unique gene set.” **(C)** Kaplan–Meier plot of the overall survival in TCGA-SARC cohort stratified by the expression status of the “broad gene set.”.

## 4 Discussion

Doxorubicin is a chemotherapeutic agent widely used for the treatment of various malignancies; however, the precise mechanisms for the antitumor effect of doxorubicin remain incompletely understood (26). Although the ability of doxorubicin to induce DNA damage is the most well-characterized and critical mode of its action, recent studies have highlighted its role in modulating the TME and triggering T-cell responses (27, 28). Furthermore, evidence suggests that antitumor immunity is essential for the therapeutic efficacy of doxorubicin. Mattarollo et al. demonstrated that CD8^+^ T cells and IFN-γ production are necessary for the therapeutic effects of doxorubicin (10). Additionally, Sistigu et al. demonstrated that a type I IFN signature is essential for the therapeutic efficacy of doxorubicin and that this signature could also predict clinical responses to anthracycline-based chemotherapy in various cohorts of patients with breast cancer (11).

STS is generally considered immunologically “cold,” and clinical trials of immune checkpoint inhibitors have yielded unsatisfactory outcomes (29). Combinations of doxorubicin with the anti-PD1 antibody pembrolizumab have also been evaluated in clinical trials but have not demonstrated significant improvements in the overall survival (30, 31). The limited efficacy of doxorubicin and anti-PD1 blockade may be attributed to the absence of robust antitumor immune responses within the TME. As this represents a significant challenge for many solid tumors, strategies aimed at converting “cold” tumors into “hot” tumors have come under extensive research focus (32). Given these unmet clinical needs, our model of combining a STING agonist with doxorubicin offers a novel therapeutic approach for STS.

Using our experimental model, we demonstrated that the doxorubicin-induced upregulation of proinflammatory cytokines is mediated via activation of the STING pathway, which is triggered by cytoplasmic DNA leakage resulting from DSBs. Furthermore, using a syngeneic graft model of STS, we showed that enhancing this pathway by combining the STING agonist ADU-S100 with doxorubicin could potentiate the antitumor activity via the upregulation of innate immune response signaling.

ADU-S100, a synthetic cyclic dinucleotide that activates the STING pathway, has been evaluated in clinical trials. During the course of our research, results from two phase 1 trials were published: one investigating ADU-S100 as a monotherapy in a dose-escalation study and the other examining the efficacy of its combination with spartalizumab, an anti-PD1 antibody (16, 17). Both studies demonstrated that ADU-S100 was well tolerated, but the clinical efficacy was limited both as a monotherapy and when used in combination with anti-PD1 therapy. However, novel STING agonists are under active investigation in numerous ongoing clinical trials (33). Additionally, in contrast to cyclic dinucleotides, which are primarily administered via an intratumoral injection, small molecules that directly bind to STING and enable systemic administration have been characterized (34, 35). Innovative approaches, such as antibody-drug conjugates of STING agonists and targeted protein upregulation of STING, have been also reported and are expected to be evaluated in clinical studies (36, 37).

Our study had several limitations. First, our model relied on a single syngeneic graft model using a murine STS cell line. However, in our in silico analysis of TCGA-SARC cohort with the genes upregulated in STING agonist-treated tumors, patients with higher expression of genes upregulated in STING agonist-treated tumors showed improved overall survival. This finding supports the notion that enhancing STING signaling could potentially lead to improved clinical outcomes in human STS. Second, while we utilized intratumoral injection to ensure localized delivery of doxorubicin to the tumor microenvironment and minimize systemic exposure, this route is not routinely used in clinical practice. We did not evaluate alternative routes such as intravenous or intraperitoneal administration, which would be essential for future translational studies assessing the clinical feasibility of this therapeutic strategy. Third, we did not include a monotherapy group receiving ADU-S100 alone. The absence of this group precludes definitive conclusions regarding the additive or synergistic nature of the combination treatment. While our study focused on evaluating the combinatorial effects, we acknowledge that without the ADU-S100-only group, the individual contribution of STING activation remains uncertain. These issues should be addressed in future studies to refine the therapeutic relevance of this approach. Fourth, the STING agonist ADU-S100, used in our experiments, has shown limited efficacy in clinical trials, raising questions about the feasibility of combining this class of drugs for human patients with STS. Nonetheless, given recent advancements in strategies to enhance STING activity, our study provides proof-of-concept data to justify exploring this combination in future clinical trials.

In conclusion, we demonstrate that the activation of STING pathway enhances the antitumor efficacy of doxorubicin in STS. Given the limited advancements in systemic treatment of STS, including targeted therapies and immune checkpoint inhibitors, incorporating the activation STING pathway into standard chemotherapy regimens may offer a promising strategy to improve clinical outcomes for this challenging disease.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE287710, GSE287710.

# Supplementary material for: Activation of the STING pathway potentiates the antitumor efficacy of doxorubicin in soft-tissue sarcoma
**Source:** Front Oncol. 2025 Dec 12;15:1634503. doi: 10.3389/fonc.2025.1634503
**Supplement:** Supplementary file 1

**Supplementary Figure 1**

**
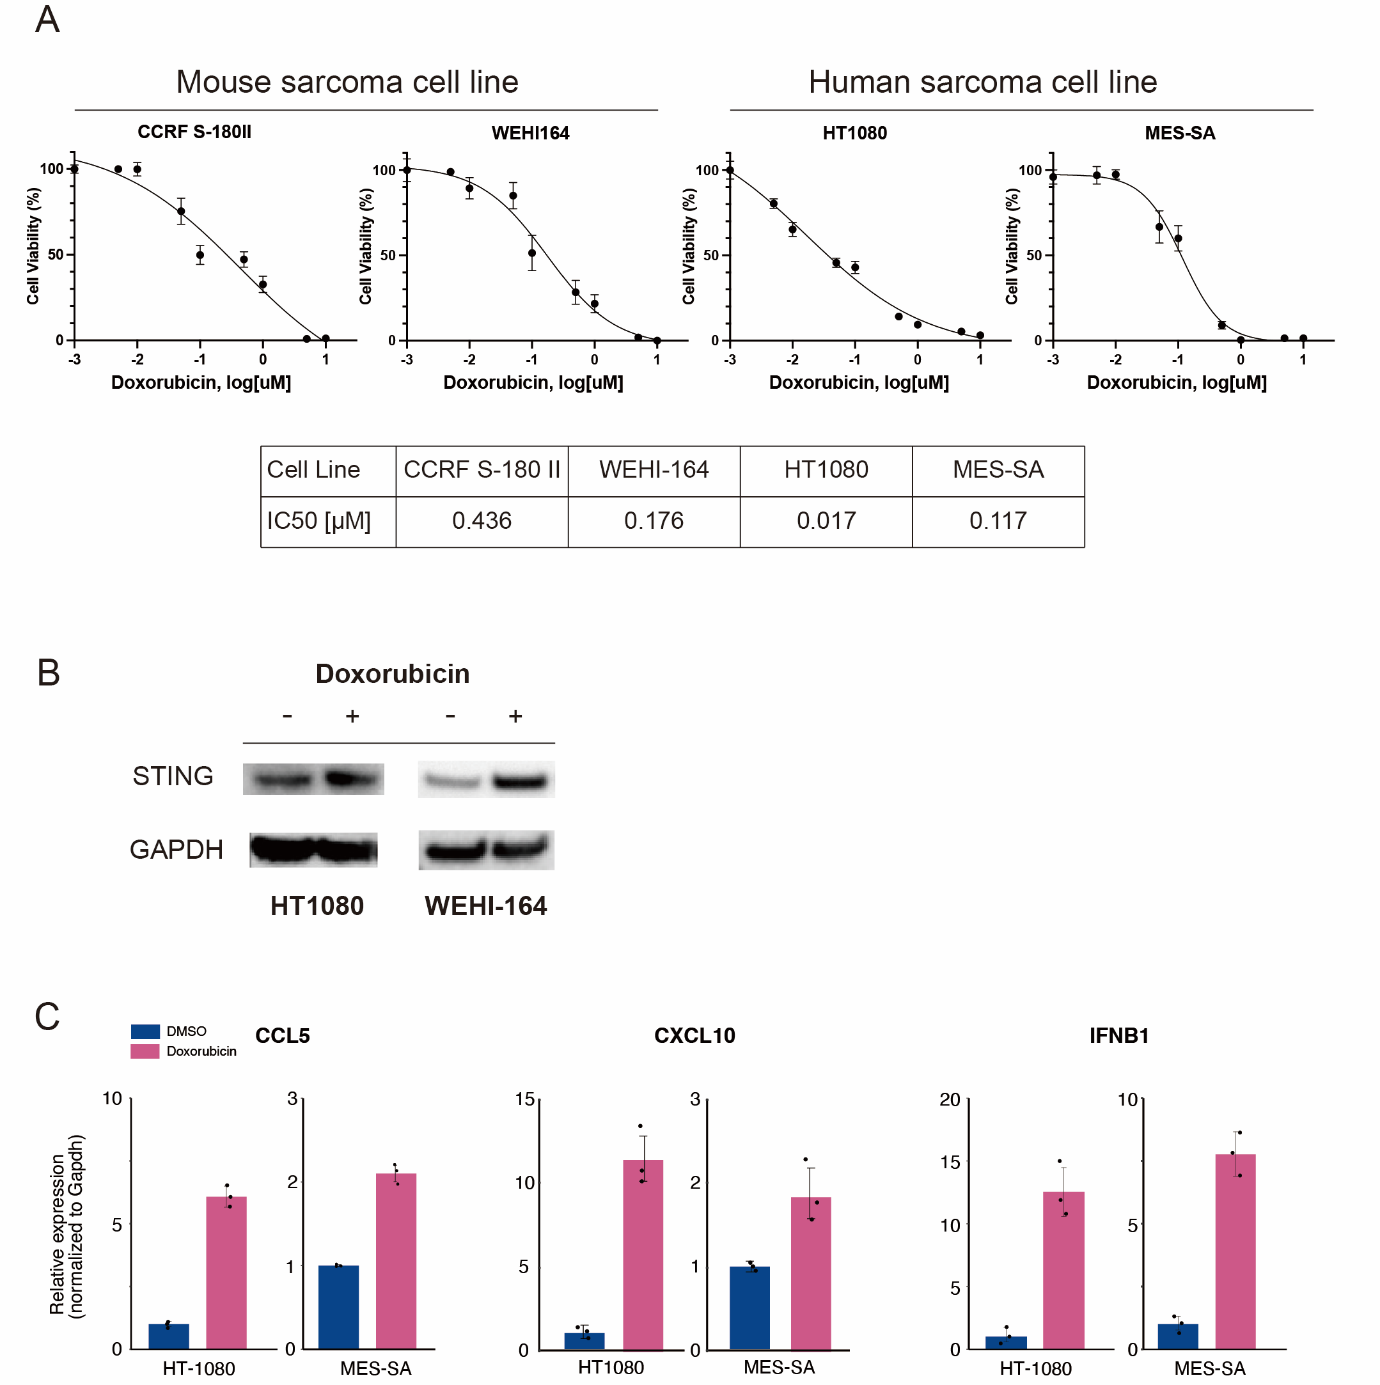
**

(A) Dose response curves and IC50 values of mouse and human sarcoma cell lines to doxorubicin.

(B) Western blot result for STING and GAPDH in HT-1080 (human) and WEHI-164 (mouse) sarcoma cell lines.

(C) RT-qPCR analysis for CCL5, CXCL10, and IFNB1 expression in human STS cells (HT-1080 and MES-SA) treated with dimethyl sulfoxide (DMSO) or doxorubicin at their respective IC_50_ doses for 48 hours.

All experiments were performed in at least three biological replicates and repeated independently at least three times.

**Supplementary Figure 2**

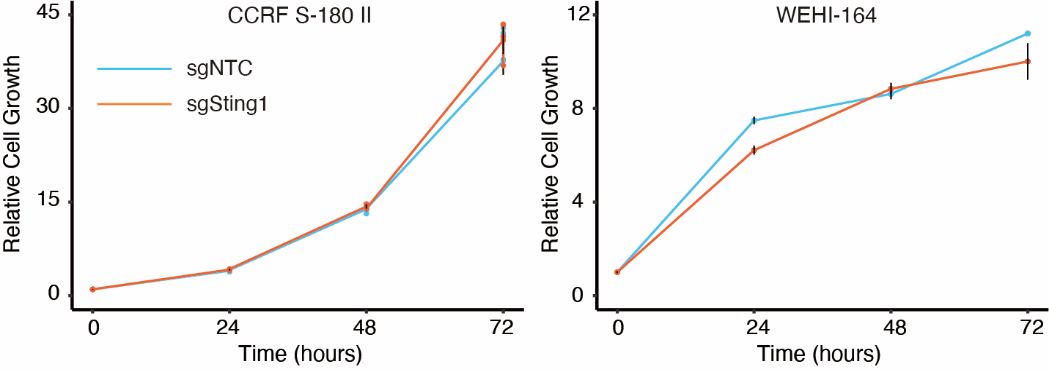

Cell proliferation growth curves of mouse STS cells with sgSting1, and sgNTC.

**Supplementary Figure 3**

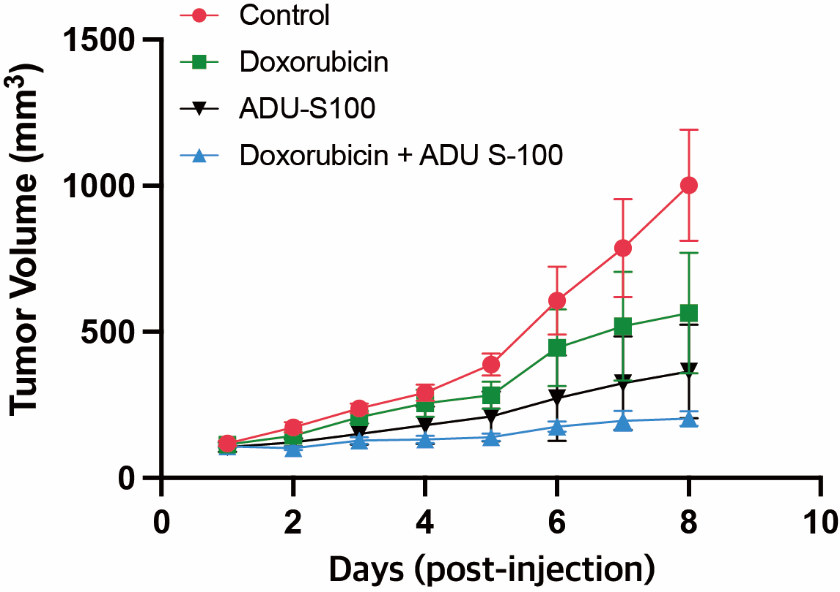

Tumor sizes in grafted BALB/c mice (*n* = 5 per group) treated with control vehicle, doxorubicin alone, ADU-S100 alone, or doxorubicin combined with ADU-S100.

# Supplementary material for: Activation of the STING pathway potentiates the antitumor efficacy of doxorubicin in soft-tissue sarcoma
**Source:** Front Oncol. 2025 Dec 12;15:1634503. doi: 10.3389/fonc.2025.1634503
**Supplement:** Supplementary file 2

| **Supplementary Table 1. List of genes in the ‘Unique gene set’** | | | | | |
| --- | --- | --- | --- | --- | --- |
| Prdm1 | Serping1 | Cd80 | Chga | Cyp1b1 | Egr1 |
| Eln | Fosb | Fosl2 | Gem | Gjb5 | Cxcl1 |
| Has1 | Ifrd1 | Igf1 | Il1a | Irf4 | Mmp3 |
| mt-Rnr1 | mt-Rnr2 | TrnA | TrnL1 | TrnP | TrnT |
| TrnW | Mylpf | Nr4a2 | Pde4b | Ptx3 | Rel |
| Cxcl12 | Serpina1b | Tagln | Tnfaip2 | Slc7a11 | Arrdc4 |
| Ms4a4d | Grtp1 | Tmem88 | Coq10b | Cavin4 | Lipn |
| Gprc5c | Medag | Lrrc63 | Enkur | Amdhd1 | Dpep3 |
| Zfp429 | Cfap126 | Arl5b | Mir17hg | Il33 | Cadm3 |
| AI606473 | Osgin2 | Trim30d | Nrg1 | Nlrp3 | Kdm6b |
| Alpk2 | Tnfaip8l3 | Chd7 | Tnfsf15 | Tmem26 | Zfp667 |
| Ugt1a1 | Rplp2-ps1 | Gm8750 | Gm8752 | Gm15708 | Gm30732 |
| Gm32249 | Gm33272 | Gm38504 | Gm34643 | Gm38794 | Gm4169 |

How the deposited data were processed for this re-analysis (not part of the article)

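RNA was sequenced from CD45+ cells that were sorted with magnetic beads from WEHI-164 grafts in BALB/c mice after control vehicle, doxorubicin or doxorubicin + ADU-S100, with 3 libraries in each group. The paper calls the libraries biological triplicates, and its text does not state whether each came from a single mouse. The authors filtered the reads with Trimmomatic (0.38), aligned them to mm10 with HISAT2 (2.1.0) and counted them per gene with StringTie (2.1.3b in the sample descriptions). The sample descriptions also name SAMtools (1.9), HISAT and Bowtie2. The deposited values are counts: whole numbers per gene and library, not normalized, for 45777 named genes. StringTie derives such counts from the coverage of transcripts, and the strand setting is not stated, so genes that overlap on opposite strands may not be separated.

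Every column of the table was mapped to a group and a replicate by its name, and 0 value columns and 0 genes without a name were left out. Total counts were 50110494 to 69456603 per library, with a median of 54587679. At this depth counting error was small beside the differences between replicates for all but the lowest genes. Gene coordinates were taken from the RefSeq annotation of GRCm38 (mm10) by gene ID, which matched 16336 of the 16373 tested genes.

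The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM scaling and genes kept by filterByExpr. All 9 libraries shared one model of group means. The 3 comparisons were doxorubicin + ADU-S100 versus control, doxorubicin + ADU-S100 versus doxorubicin, and doxorubicin versus control. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested in each comparison, with a threshold of 0.05. Counts are also given at the thresholds the paper states, a fold change above 2 and an unadjusted p under 0.05. Log2 CPM values used a prior count of 2.

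Gene lists, 27 in all, were written before the data were examined but after the paper's gene set tables had been read. They cover T cell identity, cytotoxic and NK cells, checkpoint and activation receptors, thymocytes, the type I interferon and interferon gamma responses, STING pathway components, proinflammatory cytokines and NF-kappaB targets, chemokines, monocytes, macrophages, neutrophils, dendritic cells, MHC class I and class II presentation, B and plasma cells, mast cells with basophils and eosinophils, fibroblasts and sarcoma cells, skeletal muscle, endothelial cells, keratinocytes and adipocytes, erythrocytes and platelets, immediate early genes, mitochondrially encoded RNA, cell cycle, p53 targets, and hypoxia and glycolysis. Each was tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, and again with an estimated correlation and with fry, with p adjusted over the 27 lists of a comparison. Some lists hold genes of the paper's gene sets or genes its text names, which were chosen on the same libraries. Their p-values are therefore not independent evidence. The genes named in the text are those the paper names or prints in Fig. 3D, Ccl5, Cxcl10, Ifnb1, Tmem173 and Ptprc, and up to 4 measured members of each described list with the smallest p. The rule also named the genes with the largest fold changes past the adjusted threshold, of which edgeR gave none. Genes called by DESeq2 and named outside this rule were chosen after their values were seen.

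The alternatives set before the data were examined were DESeq2 (1.42.0), RLE scaling, no filter on low counts, only genes counted in all libraries, only genes at CPM 1 or more in 3 libraries, a model of the 2 compared groups only, the replicate number as a block, limma-voom with quality weights, the omission of mitochondrially encoded and haemoglobin genes, and the omission of each library in turn. A further 2 alternatives were added after the data were seen: the mean of the fibroblast genes as a covariate, and the omission of the library with the highest fibroblast mean from each group.

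The tests were tried on simulated counts with the real means, library sizes and dispersions, with 200 genes changed in doxorubicin + ADU-S100 versus control and 16019 genes tested. At an adjusted p under 0.05, edgeR recovered 5 of 40 genes raised 2-fold, 23 of 40 raised 4-fold and 36 of 40 raised 8-fold, and called 6 of 15819 unchanged genes. DESeq2 recovered 13, 34 and 37 of these genes and called 66 unchanged genes. The changed genes were not taken from those with the lowest means, and each gene was drawn independently. The recovery may therefore be too high for the real libraries, where genes moved together. A further 20 data sets were simulated with no changed genes, drawn independently for each gene, and the count of DESeq2 calls in them was added after its calls in the data were seen.

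GO terms were not tested, since no GO annotation was used here. The survival analysis of the sarcoma cohort, the tumor volumes and the cell culture experiments were not analysed here.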

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

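The tests with the fibroblast score, of the B cell genes and of combination replicate 3 were chosen only after the results were seen, whereas the other splits of the libraries and the simulation without effects were set before their results were seen. The bound for the B cell genes was widened from 1 to 2 standard errors after their value was seen, since with 1 the value would have excluded lymph node tissue.

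The lists of this paragraph were picked because every treated library lay above every control library in list mean. They were also picked for an adjusted p under 0.05 from camera with a preset correlation, so neither trait is separate evidence. The mean of MHC class I presentation genes, which the paper does not discuss, was higher in every library with doxorubicin + ADU-S100 than in every control library. The median log2 fold change of the 19 genes was 0.89, with mean log2 CPM of at least 8.31 in the combination and at most 7.90 in control. The adjusted p from camera was 5.5e-28 with a preset correlation and 0.126 with an estimated correlation. The mean of hypoxia and glycolysis genes was also above every control library in both treated groups. After doxorubicin alone the margin was small, with the lowest library at 7.318 and the highest control library at 7.287 (mean log2 CPM). Single members such as Tpi1 and Pgk1 overlapped with control after doxorubicin. The hypoxia and glycolysis genes had median log2 fold changes of 0.49 with the combination and 0.31 with doxorubicin alone. Their adjusted p from camera was 1.27e-08 and 5.98e-10 with a preset correlation and 0.197 and 0.159 with an estimated correlation. Keratinocyte and adipocyte genes had a median log2 fold change of 2.60 in doxorubicin + ADU-S100 versus control, with an adjusted p of 1.65e-06 from camera with a preset correlation and 0.229 with an estimated correlation. The lowest list mean of a combination library was at -1.03 and the highest control library at -1.10 on the log2 scale. Without combination replicate 2 that median was 1.41, without control replicate 2 it was 4.03, and it was 1.64 with counts above 0 in all libraries, 1.63 with 2 groups only and 1.19 with CPM 1 in 3 libraries. The keratin Krt10 was at 28.6 CPM in combination replicate 2 and at most 2.80 CPM in any other library.

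All 26 T cell genes had a positive log2 fold change after doxorubicin alone, of which 4 passed the study thresholds, the camera call of the list was lost with an estimated correlation (adjusted p = 0.252), and doxorubicin replicate 1 (-0.46) lay within the control range. The median of the list was 1.79 with the fibroblast score in the model, against 1.56 without it. The score differed little between the groups (means of 3.10 in control and 3.24 with doxorubicin) and covers no other stromal cells. This fit therefore tests carry-over only weakly, and it does not decide whether fibroblasts and sarcoma cells carried through the sort played a part. Lymph node tissue taken with the tumor would raise B cell genes as well, and their median log2 fold change was 0.39. Its standard error of 0.30 was taken over the 11 measured genes as if independent, not over libraries, and is too wide to decide. Neutrophil genes (1.33) and genes of mast cells, basophils and eosinophils (1.43) had medians of like size, endothelial genes had a median of 0.72 with 14 of 18 positive, and these lists, the B cell list and the T cell list were each highest in doxorubicin replicate 3. Lymph node tissue and an effect of doxorubicin therefore cannot be told apart, carry-over of endothelial cells was not tested and stays open, and such an effect, on T cells alone or on several leukocyte types, was not tested separately.

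All 41 type I interferon genes had a positive log2 fold change in doxorubicin + ADU-S100 versus control, with the call of the list lost with an estimated correlation (adjusted p = 0.229), and the list mean of combination replicate 3 lay within the control range. The median was 1.13 with the fibroblast score in the model, compared with 1.17 without it. The score differed little between the groups (means of 3.105 in control and 3.395 with the combination), so the fit tests carry-over only weakly. Whether fibroblasts and sarcoma cells carried through the sort contributed therefore stays open. In combination replicate 3 the interferon list was at -1.54 on the log2 scale relative to the mean of the other 2 combination libraries, with Ptprc at -1.34 and the macrophage list at -0.77, as a lower share of leukocyte RNA would give. The T cell list was at 0.29 and the MHC class I list at -0.16, and neither value tests dilution. The T cell list was itself at -1.05 and 1.45 in combination replicates 1 and 2, and the source of the MHC class I transcripts was not measured. Bst2 (236 CPM), Irf1 (565 CPM) and Irgm1 (263 CPM) in that library were above every control library. These genes were named for a small p in this same comparison, so their height there decides nothing. Which cells made the interferon transcripts was not measured, so dilution and a weaker interferon response in that library cannot be told apart.

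Genes of the paper's unique gene set were lower with doxorubicin alone than in control, 76 of 77 by sign. Selection on the shared doxorubicin libraries may account for this. In 20 simulated data sets without any effect, 3299 genes met the definition of the unique set, and 100% of them had a negative log2 fold change in doxorubicin versus control, with a median of -1.23. The direction is therefore what the definition gives by itself, and a biological explanation was not tested.

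Each comparison of 3 against 3 libraries allows 10 splits, which is too few for a share under 0.05. At an adjusted p under 0.05, edgeR called 0 genes in the real split and 0 in every other split of each comparison (10 of 10 as large in each). At an unadjusted p under 0.05 it gave 727, 451 and 116 genes, each below the fraction of 0.05 expected with no effect. DESeq2 called 27, 9 and 2, and 5 to 39, 19 to 36 and 9 to 37 in the data simulated with no effect. At the study thresholds, doxorubicin + ADU-S100 versus control gave 355 genes and the highest other split 1910 (5 of 10 as large). For doxorubicin + ADU-S100 versus doxorubicin the counts were 199 and 1789 (8 of 10), and for doxorubicin versus control 74 and 767 (9 of 10). Each of the splits with these highest counts placed the libraries with the highest fibroblast means, such as control replicate 2 with combination replicate 3, on one side, which points to this structure of the samples.

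For the median log2 fold changes of the lists, the real value and the size of the highest other split were 1.56 and 2.38 for T cell genes in doxorubicin versus control (3 of 10 as large). Against control they were 1.17 and 1.48 for type I interferon genes (2 of 10), 1.22 and 1.14 for monocyte genes (1 of 10) and 0.91 and 1.17 for proinflammatory genes (3 of 10). Against doxorubicin they were 0.76 and 1.16 (4 of 10), 0.64 and 0.89 (3 of 10), and 1.03 and 1.04 (3 of 10) for the same lists.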

How the results depend on the processing

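The fits with the fibroblast score and those with 2 libraries per group, which left out the library with the highest fibroblast mean, were chosen after seeing the data. Depth limits only the lowest genes, such as Ifnb1. At an adjusted p under 0.05, edgeR called 0 genes in each comparison (727, 451 and 116 at an unadjusted p under 0.05). The unadjusted counts were each below the fraction of 0.05 expected with no effect. DESeq2 called 27, 9 and 2 (5 to 39, 19 to 36 and 9 to 37 in data simulated with no effect). The model of 2 groups only called 1 in doxorubicin + ADU-S100 versus control, and leave-one-out fits called 0 to 1 in doxorubicin versus control (1 without doxorubicin replicate 2). 

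At the study thresholds, the counts of 355, 199 and 74 genes in doxorubicin + ADU-S100 versus control, versus doxorubicin and in doxorubicin versus control became 579, 399 and 213 with no filter on low counts, 624, 573 and 310 with limma-voom and 709, 679 and 298 with 2 libraries per group. Genes at CPM 1 or more in 3 libraries gave 123 and 38 in the last 2 comparisons, which tests fewer genes, and the fibroblast score gave 162 in doxorubicin versus control. Leaving out each library gave 257 to 895, 154 to 678 and 44 to 211. The first 2 maxima came without combination replicate 3, and in doxorubicin versus control they were 169 without control replicate 1, 211 without doxorubicin replicate 1 and 44 without doxorubicin replicate 3. The unique set of 65 genes became 143 with no filter, 35 at CPM 1, 222 with limma-voom and 155 with 2 libraries per group, and 37 to 121 without each library in turn (100 without control replicate 3 or combination replicate 3, 121 without doxorubicin replicate 1, 37 without combination replicate 2). The broad set of 284 genes became 465, 617 and 626 with no filter, limma-voom and 2 libraries per group, and 176 to 605 without each library in turn (176 without combination replicate 2, 605 without combination replicate 3). The limma-voom fit gave its lowest weight to combination replicate 3 (0.268) and its highest to doxorubicin replicate 3 (3.39). The cause of these shifts was not tested, except that the filter changes the number of genes tested.

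All 7 leading list medians kept their sign under every alternative, and their camera calls with a preset correlation held in every fit except the monocyte list against doxorubicin, which lost its call in 3 leave-one-out fits. Every call was lost with an estimated correlation (adjusted p 0.252 for T cell genes, 0.229 and 0.384 for type I interferon, 0.233 and 0.622 for monocyte and 0.235 and 0.384 for proinflammatory genes) and with fry (0.691, 0.264, 0.659, 0.264, 0.854, 0.27 and 0.659), where the medians stay 1.56, 1.17, 0.76, 1.22, 0.64, 0.91 and 1.03, because the members of each list moved together between libraries. Without each library in turn, the medians ran from 0.37 to 2.19, 0.80 to 1.56, 0.46 to 1.12, 0.81 to 1.59, 0.25 to 0.84, 0.55 to 1.19 and 0.60 to 1.22.

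Only Tmem173 and Ptprc, which no fit called, reversed their sign. In doxorubicin + ADU-S100 versus control, Tmem173 was at 0.11 with limma-voom and 0.47 with 2 libraries per group, and Ptprc at 0.12 and 0.092, with leave-one-out ranges of -0.40 to 0.26 and -0.57 to 0.27. Against doxorubicin, Tmem173 was at 0.29 and 0.55 (-0.52 to 0.33), and Ptprc at -0.0039 with 2 groups only, -0.059 with the replicate block, -0.021 without mitochondrial and haemoglobin genes and -0.046 with the fibroblast score (-0.48 to 0.36). In doxorubicin versus control, Tmem173 was at -0.18 and -0.078 (-0.37 to 0.39), and Ptprc at 0.0072 with the fibroblast score (-0.27 to 0.18). The cause was not tested. Over all named genes and settings, 1619 values kept their direction and side of the study thresholds, 201 fell outside the thresholds and 59 came inside.

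The libraries share only a replicate number: 3 of 9 pairs of the same number had a correlation of deviations above 0.1 (-0.596 to 0.383), and 1 of 9 libraries matched its own number best. With the replicate block, edgeR called 0 genes at an adjusted p under 0.05 in each comparison and 265, 133 and 54 at the study thresholds, and the sets held 46 and 197 genes. The median of the T cell list was 1.10 with the block.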

Differences from the paper's values

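In Fig. 4A the paper gives about 63 genes, read by eye, that were higher in doxorubicin versus control alone, and 39 were counted here at the same thresholds. Of the alternatives set before the data were examined, DESeq2 (56), counts above 0 in all libraries (51) and no filter on low counts (82) lie within 1.5 times the paper's value, as do the fits without control replicate 1 (47), doxorubicin replicate 1 (88), doxorubicin replicate 2 (56) and combination replicate 2 (44). RLE factors (38), CPM 1 in 3 libraries (27), 2 groups only (38), the replicate block (23), limma-voom (140) and the omission of mitochondrial and haemoglobin genes (39) do not, nor do the fits without control replicate 2 (22), control replicate 3 (37), doxorubicin replicate 3 (8), combination replicate 1 (39) and combination replicate 3 (37).

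The paper lists Cd3 and Cd8 as upregulated by doxorubicin. Cd3d, Cd3g and Cd8a passed the study thresholds here, as did Pdcd1, and Cd3e (log2 fold change 2.30) and Cd8b1 (2.45) did not. DESeq2 and the fit without doxorubicin replicate 1 called Cd3e, as did the fits with the fibroblast score and with 2 libraries per group, both chosen after seeing the values. These fits also kept Cd3d, Cd3g, Cd8a and Pdcd1 past the thresholds, 0 of which they dropped. Cd8b1 was called without control replicate 1, which dropped Cd3d and Cd3g, and without doxorubicin replicate 1. The paper lists Ly6a, Ly6c1 and Ly6c2, Ccl11, Il10 and Il6 as upregulated with the combination against either group. Here 9 of these 12 tests passed, and Il6 against control (1.60), Ly6a against doxorubicin (1.14) and Ly6c2 against doxorubicin (1.35) did not. Il6 was called by DESeq2, the replicate block, limma-voom and the fits without control replicate 2 or combination replicate 3, Ly6a by the model of 2 groups only, and Ly6c2 by DESeq2 and the fits without doxorubicin replicate 3 or combination replicate 3. The fit with 2 libraries per group, chosen after seeing the values, called Il6 and Ly6c2 and dropped 0 of the 9. Of the other fits named here, the model of 2 groups only dropped Ccl11 and Il10 against control, the replicate block Ccl11 against control and Ly6c1 against doxorubicin, the fit without doxorubicin replicate 3 Il10 and Il6 against doxorubicin, and the fit without combination replicate 3 Ccl11 against control.

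The paper calls the upregulation with the combination significant, and its gene sets use unadjusted p-values. At an adjusted p under 0.05, edgeR called 0 genes in each comparison (727, 451 and 116 at an unadjusted p under 0.05) and DESeq2 called 27, 9 and 2. The unadjusted counts were each below the fraction of 0.05 expected with no effect. In data simulated with no effect, DESeq2 called 5 to 39, 19 to 36 and 9 to 37. One symbol of Supplementary Table 1, Gm4169, is absent from Supplementary Table 2 and from the deposited counts.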

Other observations

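The genes called by DESeq2 that are named here and the fits with the fibroblast score and with 2 libraries per group were chosen after the values were seen.

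Antigen presentation genes had positive log2 fold changes in doxorubicin + ADU-S100 versus control, and few of them passed the study thresholds. H2-K1, a classical MHC class I molecule, was at 1103 ± 120.3 CPM (SD, n = 3) with the combination and 554 ± 74.8 CPM in control, a log2 fold change of 0.99 (standard error 0.22). All 19 MHC class I presentation genes were positive against control, 4 passed the study thresholds, and 16 were higher when adjusted over the list alone, whereas edgeR called 0 over all genes. DESeq2 called H2-K1, H2-D1 and H2-T22 at adjusted p of 0.00354, 0.00329 and 0.00329, and MHC genes are close paralogs that may share reads, as the BALB/c alleles may differ from the reference. The call of H2-T22 (log2 fold change 1.12) at the study thresholds ended without control replicate 3 (0.99) or combination replicate 1 (0.98). In doxorubicin versus control the class I list had a median of 0.47 (adjusted p from camera 1.89e-20 with a preset correlation and 0.159 with an estimated correlation), and in doxorubicin + ADU-S100 versus doxorubicin 0.34 (1.75e-07 and 0.384). MHC class II genes had a median of 0.85 against control, with H2-Eb1 (1.13), H2-Aa (1.05) and H2-Ab1 (1.02) past the thresholds (adjusted p from camera 1.09e-07 with a preset correlation and 0.235 with an estimated correlation). Without combination replicate 2 the class II median was 0.53, and these 3 genes did not pass (0.70, 0.58 and 0.53), nor without control replicate 2 (1.02, 0.90 and 0.88) or control replicate 3 (0.93, 0.92 and 0.89). H2-Ab1 also fell under the fold threshold with DESeq2 and with RLE factors (0.99 in both) and without mitochondrial and haemoglobin genes (0.97), and H2-Aa and H2-Ab1 did not pass with the replicate block (0.95 and 0.91). In the fit with 2 libraries per group, chosen after seeing the data, none of the 3 passed (1.13, 1.04 and 1.04). The class II median was 0.63 in doxorubicin versus control (2.21e-10 and 0.252) and 0.17 in doxorubicin + ADU-S100 versus doxorubicin (0.278 and 0.788).

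Among hypoxia and glycolysis genes, Ndufa4l2 passed the study thresholds against control (1.41, standard error 0.56) but not without control replicate 1 (1.14), control replicate 2 (1.55), combination replicate 1 (1.03) or combination replicate 2 (1.28), or with the replicate block (1.45), and the glucose transporter Slc2a1 had log2 fold changes of 0.57 with the combination and 0.55 with doxorubicin alone. Against doxorubicin the list had a median of 0.15 (adjusted p from camera 0.106 with a preset correlation and 0.661 with an estimated correlation). Immediate early genes had a median of 0.49 in doxorubicin + ADU-S100 versus doxorubicin, with Nr4a3 (2.21), Nr4a2 (1.47) and Fosl2 (1.11) past the thresholds (1.75e-07 and 0.249). Without combination replicate 2, Nr4a2 (0.96) and Fosl2 (0.90) did not pass, nor did Fosl2 without combination replicate 1 (0.93). With 2 libraries per group, a fit chosen after seeing the data, Nr4a2 was at 2.24. With the fibroblast score, chosen after seeing the data, the list's median was 0.22. Their median was 0.54 against control (0.000106 and 0.229) and -0.04 in doxorubicin versus control (0.405 and 0.684). Cell cycle genes had medians of -0.27 against control (3.82e-06 and 0.455), -0.04 against doxorubicin (0.106 and 0.788) and -0.24 in doxorubicin versus control (5.39e-06 and 0.395), and 0 of 26 passed the study thresholds in each. The call of the cell cycle list against control ended without combination replicate 2 (median -0.094), and its median was -0.17 without combination replicate 1 and -0.66 without combination replicate 3. That median was -0.57 with limma-voom and -0.60 with 2 libraries per group. Each pair in parentheses gives the adjusted p from camera with a preset and with an estimated correlation, here and below.

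The other lists are given in the order doxorubicin + ADU-S100 versus control, doxorubicin + ADU-S100 versus doxorubicin, and doxorubicin versus control. The T cell list in the first 2 had medians of 0.50 (0.104 and 0.721) and -1.16 (1.35e-06 and 0.595). Cytotoxic and NK cell genes had 1.12 (2.59e-07 and 0.386) and -0.38 (0.78 and 0.96), and the granzymes Gzmf (2.62), Gzmd (2.22) and Gzmg (2.54) passed the thresholds against control but not without combination replicate 3 (1.00, 1.02 and 0.58), control replicate 2 (2.54, 2.23 and 2.56) or control replicate 3 (2.15, 1.88 and 2.18), nor Gzmg without control replicate 1 (2.96). The 3 granzymes did not pass with the replicate block (1.89, 1.76 and 1.63) or limma-voom (1.36, 1.32 and 0.96) either, nor in the fits chosen after seeing the data, with the fibroblast score (2.25, 1.95 and 1.87) and with 2 libraries per group (0.91, 1.02 and 0.59). The cytotoxic median against control was 2.20 without control replicate 1, 0.74 without control replicate 2 and 0.61 with 2 libraries per group. Checkpoint receptors had 0.66 (0.0223 and 0.527) and -0.25 (0.427 and 0.788), thymocyte genes 0.09 (0.689 and 0.721) and 0.08 (0.563 and 0.788), and endothelial genes 0.36 (0.00123 and 0.464) and -0.13 (0.106 and 0.788). In doxorubicin versus control, the type I interferon list had a median of 0.34 (2.69e-07 and 0.414), interferon gamma genes 0.38 (1.7e-10 and 0.269), STING pathway components -0.06 (0.928 and 0.958), proinflammatory genes -0.09 (0.722 and 0.958), chemokines 0.24 (0.0309 and 0.531), monocyte genes 0.65 (7.3e-07 and 0.269) and macrophage genes 0.03 (0.722 and 0.958), where the mean of the macrophage list was -0.03.

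Neutrophil genes had medians of 0.89 (0.0223 and 0.595), -0.23 (0.107 and 0.788) and 1.33 (2.62e-08 and 0.271). Dendritic cell genes had 0.62 (0.0377 and 0.527), 0.19 (0.451 and 0.788) and 0.34 (0.0484 and 0.534). B and plasma cell genes had 0.24 (0.0735 and 0.518), 0.06 (0.926 and 0.96) and 0.39 (0.00376 and 0.271), and genes of mast cells, basophils and eosinophils 0.87 (0.06 and 0.547), -0.55 (0.0545 and 0.707) and 1.43 (6.05e-08 and 0.252). Fibroblast and sarcoma cell genes had 0.56 (0.104 and 0.721), 0.67 (0.107 and 0.788) and -0.23 (0.826 and 0.958). Skeletal muscle genes had 0.68 (0.0166 and 0.233), 0.60 (0.0778 and 0.48) and 0.22 (0.193 and 0.395). Keratinocyte and adipocyte genes had 1.68 in the second comparison (8.35e-05 and 0.384) and 0.30 in the third (0.00985 and 0.395), and Car3, an adipocyte carbonic anhydrase, had a log2 fold change of 2.72 against control. Erythrocyte and platelet genes had -0.93 (0.322 and 0.527), -0.70 (0.00148 and 0.249) and 0.53 (0.00551 and 0.25), mitochondrially encoded RNA 0.66 (0.119 and 0.721), 1.23 (1.41e-06 and 0.595) and -0.58 (8.3e-05 and 0.414), and p53 targets 0.35 (0.044 and 0.307), 0.13 (0.563 and 0.788) and 0.16 (0.0204 and 0.269). The direction in camera was opposite to the sign of the median for thymocyte genes in each comparison, for B cell genes in the second, and for STING components, macrophage and fibroblast genes in the third, and none of these tests passed an adjusted p under 0.05.

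In the simulated data sets without effects, genes were drawn independently, so the ranges may be too narrow. At the study thresholds, 177 to 224 genes were higher in doxorubicin + ADU-S100 versus control, 162 to 213 versus doxorubicin and 173 to 214 in doxorubicin versus control. The data gave 239, 142 and 59. Higher genes in doxorubicin + ADU-S100 versus control and in doxorubicin versus control shared 20 genes, where independent lists would share 0.861 and the simulation, which keeps the shared control libraries, a median of 63. For doxorubicin + ADU-S100 versus doxorubicin and doxorubicin versus control, the shared number was 2, with 0.512 and 0 in the same order. The simulated lists in doxorubicin versus control held 173 to 214 genes and the real list 59. The real and simulated shared numbers, such as 20 and 63, therefore cannot be compared directly.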
